# Cellular mechanisms and effects of IL-4 receptor blockade in experimental conjunctivitis evoked by skin inflammation

**DOI:** 10.1172/jci.insight.163495

**Published:** 2023-02-08

**Authors:** Hongwei Han, Sheila Cummings, Kai-Ting C. Shade, Jennifer Johnson, George Qian, Joseph Gans, Srinivas Shankara, Javier Escobedo, Erik Zarazinski, Renee Bodinizzo, Dinesh Bangari, Paul Bryce, Alexandra Hicks

**Keywords:** Dermatology, Immunology, Basophils, Cytokines, Mouse models

## Abstract

Ocular surface diseases, including conjunctivitis, are recognized as common comorbidities in atopic dermatitis (AD) and occur at an increased frequency in patients with AD treated with biologics targeting IL-4 receptor α (IL-4Rα) or IL-13. However, the inflammatory mechanisms underlying this pathology are unknown. Here, we developed a potentially novel mouse model of skin inflammation–evoked conjunctivitis and showed that it is dependent on CD4^+^ T cells and basophils. Blockade of IL-4Rα partially attenuated conjunctivitis development, downregulated basophil activation, and led to a reduction in expression of genes related to type 2 cytokine responses. Together, these data suggest that an IL-4Rα/basophil axis plays a role in the development of murine allergic conjunctivitis. Interestingly, we found a significant augmentation of a number of genes that encode tear proteins and enzymes in anti–IL-4Rα–treated mice, and it may underlie the partial efficacy in this model and may represent candidate mediators of the increased frequency of conjunctivitis following dupilumab in patients with AD.

## Introduction

Atopic dermatitis (AD) is a common allergic skin disorder that often precedes the development of allergies in distal tissues (1–3). Based on the nationwide Danish registry data, the risk of selected ocular comorbidities (conjunctivitis, keratitis, and keratoconus) in adult patients with AD is significantly higher than that of the general population, suggesting a role of AD as an entry point for subsequent ocular diseases (3, 4). The findings in patients with AD also provide a framework for experimental models to evaluate the immunological mechanisms that facilitate the progression from AD and skin barrier dysfunction to ocular disorders.

Clinical trials with dupilumab, a monoclonal Ab (mAb) that inhibits IL-4 and IL-13 signaling, have demonstrated efficacy in moderate-to-severe AD (5, 6). These trials also showed an increased incidence of conjunctivitis with dupilumab treatment (6, 7), which may be indicative of a specific AD disease interaction since conjunctivitis occurs rarely in patients with asthma, chronic rhinosinusitis with nasal polyps, or eosinophilic esophagitis who are on dupilumab treatment (8). Conjunctivitis is also observed with IL-13 monotherapy (lebrikizumab or tralokinumab), suggesting that IL-13 inhibition is implicated in the pathophysiology of conjunctivitis (9–11). At present, however, predictive biomarkers, preventative treatments, defined treatment protocols, and the underlying pathophysiological mechanisms to explain the potential increased incidence of ocular surface diseases in dupilumab-treated patients with AD remain unknown. Several hypotheses have been postulated but are not being evaluated in this article, including increased IL-17 levels and *Demodex* mite colonization (12), a qualitative tear production failure (13), increased activity of the OX40 ligand in the eye (14), IL-13–related scarcity of conjunctival goblet cells accompanied by an inflammatory T cell and eosinophilic infiltrate (15), lower local dupilumab drug concentration in the eye (13), and increased eosinophils and basophils during dupilumab treatment (16, 17). There is a timely need to better understand conjunctivitis in the context of AD using both preclinical models and clinical studies.

We aimed to develop a mouse model to further understand AD-induced conjunctivitis and to dissect the possible mechanisms of conjunctivitis in patients with AD following dupilumab treatment by exploring the impact of IL-4Rα blockade. Our studies revealed that mice exposed to the model antigen OVA in the presence of the vitamin D analog MC903 to induce AD-like inflammation in the skin developed severe conjunctivitis when later challenged with the same antigen via eye drops. Using this model, we further investigated the underlying immunological mechanisms of conjunctivitis and potential candidate genes associated with conjunctivitis in patients with AD treated with dupilumab.

## Results

### A potentially novel mouse model of skin inflammation–induced conjunctivitis.

A large-scale epidemiological study has shown that adults with AD are likely to develop selected ocular diseases in a severity-dependent manner (4). To investigate the contribution of AD to the development of conjunctivitis, we developed a potentially novel mouse model of skin inflammation–induced conjunctivitis in which mice were skin sensitized to a model antigen, OVA, on a developing AD-like skin lesion induced by daily topical treatment of MC903 in the ear to mimic AD-like skin inflammation (Figure 1A). Consistent with previous reports (18, 19), WT BALB/c mice treated epicutaneously with MC903 showed increased ear thickness compared with vehicle-treated control mice (Figure 1B). Following a 12-day rest period, the mice were challenged (vehicle or OVA) in the eye once per day for 7 consecutive days. Ophthalmologic clinical symptoms were subsequently examined and scored daily 20 minutes following the challenge. A robust and statistically significant induction in clinical scores in mice challenged ocularly with OVA (MC903 + OVA/OVA) was observed, as compared with vehicle control (MC903 + OVA/PBS; 7.7 ± 0.5 versus 2.0 ± 0.2; Figure 1C). Thus, these data indicate that skin inflammation and sensitization followed by ocular challenge induced conjunctivitis. Histopathological analysis also demonstrated that there was an accumulation of monocytes and eosinophils in conjunctival and eyelid tissues of mice challenged with OVA compared with PBS (MC903 + OVA/OVA; Figure 1, D and E). Next, we observed significantly higher expression of total IgE and OVA-specific IgE in serum of mice that developed conjunctivitis compared with controls (Figure 1, F and G). Finally, cervical lymph node cells from MC903 + OVA/OVA mice, when restimulated ex vivo with OVA, produced increased amounts of IL-4 and IL-13 but not IL-17 (Figure 1H). Taken together, these data indicate that inflammation in the skin can prime otherwise harmless antigen exposure into allergen sensitization and lead to subsequent antigen-induced conjunctivitis when challenged at a distal ocular site.

### Basophils exhibit a distinct phenotype and mediate skin inflammation–evoked conjunctivitis development.

Dupilumab-treated patients with AD with an adverse event of conjunctivitis were found to have elevated levels of circulating basophils compared with those without the condition (17), suggesting their importance in driving ocular inflammation. Interestingly, the circulating basophil ratio in this study reached its peak around 2 or 3 months after dupilumab initiation, which coincides with the timeline of the peak of conjunctivitis (17), suggesting a role for basophils in driving conjunctivitis. Thus, we sought to investigate the role of basophils in mediating conjunctivitis in our murine skin inflammation–induced conjunctivitis model. Skin-sensitized WT BALB/c mice were treated with a mAb specific for CD200R3 to deplete basophils (20) (Figure 2A). Mice in which basophils were depleted after sensitization showed decreased OVA-evoked ocular clinical scores compared with control mAb-treated mice (4.6 ± 0.2 versus 7.8 ± 0.6, *P* < 0.01; Figure 2B). Collectively, these results indicate that basophils are key contributors to the pathogenesis of experimental conjunctivitis in mice.

To further characterize the role and phenotype of basophils in our murine experimental conjunctivitis model, we performed flow cytometry on the blood of mice. Mice sensitized with MC903 + OVA (MC903 + OVA/PBS) displayed a trend toward increased frequency of circulating basophils (Figure 3A), and these basophils expressed elevated levels of the basophil markers FcεRIα and IgE (Figure 3B) when compared with vehicle-sensitized mice (ethyl alcohol [EtOH] + PBS/PBS). Strikingly, ocular OVA challenges (MC903 + OVA/OVA) led to a trend of further increased basophil frequency (Figure 3A) and upregulation of FcεRIα and IgE compared with control mice (Figure 3B), suggesting that conjunctivitis-associated blood basophils are more responsive to IgE-mediated stimulation. In addition, OVA-challenged mice exhibited significantly increased basophil infiltration in the conjunctival tissue, as measured using IHC. This local basophil infiltrate was rarely seen in PBS-challenged mice, indicating that it was an immune response upon antigen re-exposure in conjunctival tissues (Figure 3, C and D).

Next, we identified a transcriptional signature of basophil-associated genes whose expression was greater in OVA-challenged conjunctival tissues than in PBS-challenged tissues. These genes include *Mcpt8* and *Cpa3*, 2 protease-encoding transcripts; *Fcer1*α and *Ms4a2*, which encode the α and β chains of the high-affinity IgE receptor; and *Cd200r3,* which encodes an activating receptor (21, 22) (Figure 3E). Additionally, the basophil signature transcripts from several genes encoding chemokines (*Ccl3*, *Ccl4*, and *Ccl9*) were highly expressed in OVA-challenged mice (Figure 3F), implying a role for basophils in recruiting other leukocytes to sites of inflammation. 

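RNA-Seq was performed on conjunctival tissue from 3 groups of mice that had been sensitized in the skin with OVA and MC903 (calcipotriol, 2.5 nmol per day for 7 days). The eyes were then challenged once daily for 7 days, up to day 24, with PBS in the first group (PBS group) and with 250 μg of OVA per drop in the other groups. One OVA-challenged group received an isotype control antibody (isotype group) and the other anti–IL-4Rα (anti–IL-4Rα group), each at 25 mg/kg. The paper's text names no antibody for the PBS group. Each group had 5 libraries. The authors mapped read pairs uniquely to the B38 mouse reference genome in Omicsoft Array Studio, and the deposited values are estimated counts per gene that were not scaled for depth. They are not all whole numbers: between 6222 and 8005 genes per library had a fractional value, and the counts were rounded before testing. Library totals ranged from 48622246 to 67453932 counts in the PBS group (median 55243773), from 48657048 to 87745024 in the isotype group (median 55573584) and from 50432495 to 71637073 in the anti–IL-4Rα group (median 54178201). Their mean over the 15 libraries was 58131497, and the methods state about 58000000 uniquely mapped paired-end reads per sample; the values below use the totals of the deposited counts. Of 55487 genes listed, 19006 had at least 10 counts in at least 5 libraries and were tested. Counts were normalized with TMM factors, and the 3 groups were compared with edgeR's quasi-likelihood test (two-sided), with Benjamini-Hochberg adjustment over the genes tested in each comparison. Expression is given in CPM (counts per 1000000 counts of a normalized library) as mean ± SD over the 5 libraries of a group, fold changes are on the log2 scale with their standard error (SE), and replicate numbers are those of the deposited samples. All 15 libraries were kept. The methods report 2 outliers, which the paper's text does not identify, and do not state that they were removed.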

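*Mcpt8* (ENSMUSG00000022157), at 56082166 to 56085273 on chromosome 14 of GRCm38, rose from 0.0375 ± 0.0290 CPM in the PBS group, where no library had more than 4 counts, to 2.63 ± 2.18 CPM in the isotype group, a log2 fold change of 6.07 (SE 0.71, adjusted p = 0.000409). *Fcer1a* (ENSMUSG00000005339, chromosome 1, 173221284 to 173227214) rose from 0.297 ± 0.121 to 1.74 ± 0.800 CPM, with a log2 fold change of 2.54 (SE 0.35, adjusted p = 0.000951). The log2 fold change was 2.08 (SE 0.40, adjusted p = 0.00578) for *Cd200r3* (ENSMUSG00000036172, chromosome 16, 44943678 to 44981380), which rose from 0.519 ± 0.186 to 2.2 ± 1.31 CPM. *Ms4a2* (ENSMUSG00000024680, chromosome 19, 11615523 to 11623719) went from 1.68 ± 0.479 to 4.26 ± 1.84 CPM, a log2 fold change of 1.34 (SE 0.33, adjusted p = 0.0159). For each of these 4 genes, every isotype library lay above every PBS library (exact permutation test, two-sided p = 0.00794, the smallest that 5 libraries against 5 allow). *Cpa3* (ENSMUSG00000001865, chromosome 3, 20215620 to 20242181) was already at 25.2 ± 5.78 CPM in the PBS group and reached 36.3 ± 10.5 CPM in the isotype group, with a log2 fold change of 0.52 (SE 0.20) that did not pass the test over all genes (adjusted p = 0.0825); its groups overlapped (exact permutation test, two-sided p = 0.0952). It followed a list of mast cell genes across the libraries of each group. Its adjusted p ranged from 0.0230 to 0.148 over 11 alternative settings, 2 of which called it, and was 0.0284 without isotype replicate 1. Of the 5 genes, 4 passed an adjusted p of 0.05 over all genes and 5 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. The alternative that moved a fold change most was a linear model on log2(CPM + 1), where that of *Mcpt8* was 1.62.

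**Figure D1:**
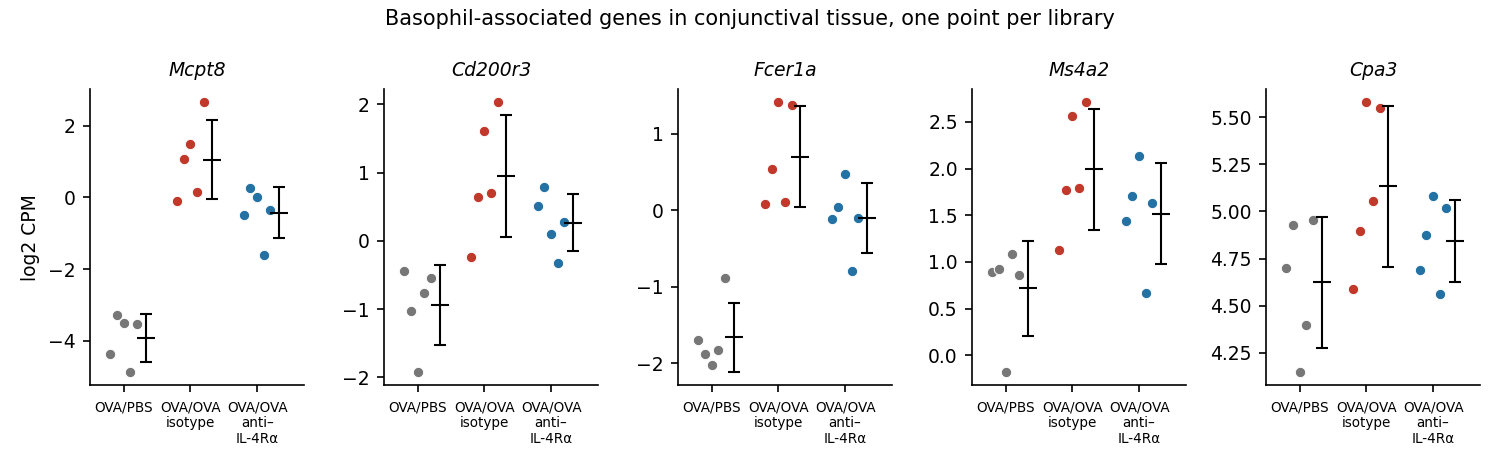
Expression of the basophil-associated genes of Figure 3E in log2 CPM (y axis), with one point per library in replicate order and a bar for mean and SD; the groups are PBS-challenged (OVA/PBS), OVA-challenged with isotype control and OVA-challenged with anti–IL-4Rα. The isotype libraries lie above all PBS libraries for every gene but *Cpa3*, whose groups overlap.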

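The chemokine genes *Ccl3*, *Ccl4* and *Ccl9* lie on chromosome 11 at 83647844 to 83649355 (ENSMUSG00000000982), 83662584 to 83664683 (ENSMUSG00000018930) and 83572919 to 83578636 (ENSMUSG00000019122). *Ccl9* had the highest level of the 3, at 18.9 ± 1.43 CPM in the PBS group and 55.5 ± 21.4 CPM in the isotype group, a log2 fold change of 1.55 (SE 0.19, adjusted p = 0.000546). *Ccl3* rose from 0.227 ± 0.0725 to 1.27 ± 0.964 CPM, a log2 fold change of 2.46 (SE 0.44, adjusted p = 0.00387). For both genes all isotype libraries exceeded all PBS libraries. *Ccl4* rose from 0.241 ± 0.0738 to 0.880 ± 0.649 CPM, with a log2 fold change of 1.85 (SE 0.47, adjusted p = 0.0179), and its groups overlapped (exact permutation test, two-sided p = 0.0238); 8 of 11 alternative settings called it, with adjusted p up to 0.0612 in the linear model on log2(CPM + 1). All 12 chemokine and receptor genes of Figure 3F were higher in the isotype group and passed the threshold, both over all genes tested and when adjusted over the list alone. Their log2 fold changes ran from 0.50 for *Ccl11* to 3.12 for *Ccl8*, with a median of 1.73, and 10 to 12 of them passed when each library was left out in turn. The expression values do not tell which cells the transcripts came from.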

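*Ccl2* (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) was measured at 1.91 ± 0.300 CPM in the PBS group and 5.25 ± 2.72 CPM in the isotype group, a log2 fold change of 1.46 (SE 0.39, adjusted p = 0.0218). The groups overlapped (exact permutation test, two-sided p = 0.0159). The adjusted p of *Ccl2* rose to 0.0566 without isotype replicate 2 and also passed 0.05 without isotype replicate 5 or PBS replicate 2, so that 12 of 15 fits with 1 library left out called it; over 11 alternative settings it ranged from 0.00161 to 0.0598. Its receptor *Ccr2* (ENSMUSG00000049103, chromosome 9, 124101950 to 124113557) rose from 12.9 ± 1.37 to 33.7 ± 11.7 CPM, with a log2 fold change of 1.39 (SE 0.25, adjusted p = 0.00353) and no overlap between the groups, and was called in each of the 15 fits.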

Notably, OVA challenges also induced the expression of genes involved in chemotaxis, such as basophil-directed chemokine *Ccl2* and its receptor *Ccr2* (Figure 3F), suggesting that basophils migrate out of circulation via chemotactic activity (23–25) dependent on CCL2 (possibly derived from mast cells and eosinophils).

Allergic conjunctivitis in humans is defined as a disease associated with IgE-mediated mast cell activation in conjunctival tissue, leading to the release of preformed mediators including histamine and proteases (26). 

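The transcript of mast cell protease-1 (*Mcpt1*, ENSMUSG00000022227), which GRCm38 places at 56017971 to 56020384 on chromosome 14, had between 0 and 4 counts per PBS library and between 36 and 505 per isotype library. Expression rose from 0.0212 ± 0.0316 to 3.81 ± 3.09 CPM, a log2 fold change of 7.41 (SE 0.87, adjusted p = 0.000409), and the groups did not overlap (exact permutation test, two-sided p = 0.00794). With each library left out in turn the log2 fold change of *Mcpt1* stayed between 6.88 and 8.51. Because the PBS level is close to 0, its size depends on the constant added: in a linear model on log2(FPKM + 1), the scale of Figure 3G, the difference was 1.97 (adjusted p = 0.00777, the highest over 11 alternative settings). *Mcpt1* belongs to a gene family, and how reads shared between its members were counted is not stated.

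**Figure D2:**
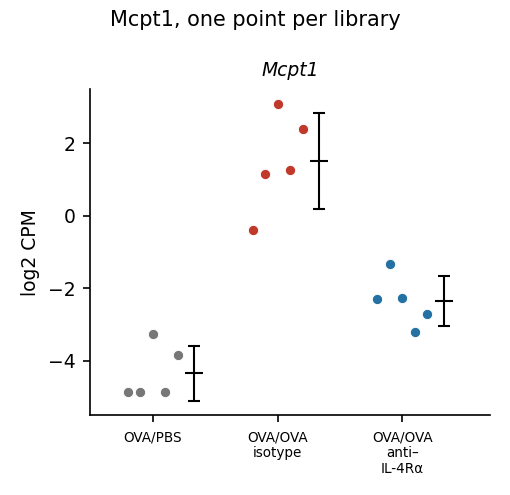
*Mcpt1* expression in log2 CPM (y axis), with one point per library and a bar for mean and SD, in PBS-challenged mice (OVA/PBS) and in OVA-challenged mice given isotype control or anti–IL-4Rα. The 3 groups do not overlap, with isotype highest and PBS lowest. Anti–IL-4Rα replicate 4 and PBS replicate 3 are nearly level, at 3 and 4 counts.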

We observed an increase in the mast cell protease-1 (*Mcpt1*) conjunctival transcript level (Figure 3G) and serum mouse mast cell protease-1 (mMCP-1) protein expression (Figure 3H) in OVA-challenged mice, suggesting mast cell degranulation may also contribute to conjunctivitis in this model.

### CD4^+^ T cells mediate antigen-specific skin inflammation–evoked conjunctivitis development.

Central to the pathogenesis of allergic disorders and conjunctivitis are CD4^+^ T cells. Clonally expanded pathogenic effector T_H_2 cells, defined by sharing a common α- or β-chain complementarity-determining region 3, are detected in both inflamed tissues and peripheral blood from patients with type 2 inflammation, consistent with an antigen-specific response (27). The role of CD4^+^ T cells in experimental conjunctivitis was assessed in mice treated with a depleting anti-CD4 Ab (GK1.5) 6 days prior to ocular OVA challenge and again on the day of challenge. Treatment with GK1.5 led to a complete loss of CD4^+^ T cells (Figure 4A) as well as a dramatic reduction in ocular clinical (3.1 ± 0.3 versus 7.3 ± 1.5, *P* < 0.0001) and histology scores and in OVA-specific IgE in serum (Figure 4, B–E). These data demonstrate that CD4^+^ T cells are required for the induction of ocular inflammation following skin sensitization.

To test the antigen specificity of our experimental conjunctivitis model, mice were sensitized in the skin with MC903 + OVA, and then challenged in the eye with a second antigen, BSA. Indeed, mice that were OVA-sensitized and then exposed to ocular BSA displayed a lack of ocular inflammation (Figure 4, F–H). These data reveal that the conjunctivitis observed in this mouse model is antigen specific.

### IL-4Rα blockade partially alleviates conjunctivitis development.

Next, we aimed to dissect the possible mechanisms of increased frequency of conjunctivitis in patients with AD treated with dupilumab by exploring the impact of IL-4Rα signaling in our model (4, 7, 13). The dupilumab surrogate Ab was used to block IL-4Rα following induction of skin inflammation with MC903 + OVA, and anti–IL-4Rα–treated mice ultimately displayed partially attenuated ocular inflammation compared with isotype-treated mice (4.9 ± 0.7 versus 6.7 ± 0.7, *P* < 0.0001; Figure 5A). In addition, the serum levels of total IgE, OVA-specific IgE, and mMCP-1 were markedly attenuated after anti–IL-4Rα treatment (Figure 5, B–E). Similarly, *Mmcp1* transcript levels in conjunctival tissues were decreased following anti–IL-4Rα treatment (Figure 5F). 

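In the anti–IL-4Rα group, the *Mcpt1* transcript (*Mmcp1* in Figure 5F) was at 0.180 ± 0.110 CPM, with 3 to 24 counts per library. Against the isotype group its log2 fold change was -4.33 (SE 0.67, adjusted p = 0.00292), and every anti–IL-4Rα library was below every isotype library (exact permutation test, two-sided p = 0.00794). Leaving out single libraries moved this fold change between -4.76 and -3.80, and every such fit called it. *Mcpt1* remained above the PBS group in all 5 libraries, with a log2 fold change of 3.08 (SE 1.01, adjusted p = 0.0904). The separation is near the limit of detection. Anti–IL-4Rα replicate 4 had 3 counts (0.0741 CPM) and PBS replicate 3 had 4 counts (0.0708 CPM), so their order rests on the scaling.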

We concluded the functional role of IL-4Rα signaling in the development of conjunctivitis in response to antigen sensitization and challenge of mice. 

### IL-4Rα blockade attenuates basophil activation.

Since basophils were required for the development of skin inflammation–induced conjunctivitis in mice (Figure 2), we then tested whether targeting IL-4Rα signaling after skin sensitization could affect basophils. Mice receiving anti–IL-4Rα treatment did not display differences in the frequency of circulating basophils (Figure 6A). However, we observed downregulation of the murine basophil activation marker, CD200R, and FcεRI/IgE compared with mice receiving isotype control (Figure 6, B and C). 

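*Mcpt8* fell by 1.74 on the log2 scale between the isotype and the anti–IL-4Rα group, where it averaged 0.774 ± 0.327 CPM (SE 0.51, adjusted p = 0.0384; exact permutation test, two-sided p = 0.0397). This was the only gene of the basophil signature to pass the threshold over all genes tested, and 2 of 5 passed when adjusted over the list alone. The adjusted p of *Mcpt8* ranged from 0.0171 to 0.0991 with each library left out in turn: it stayed under 0.05 in 8 of 15 fits and passed it without isotype replicate 2, 3 or 5 or anti–IL-4Rα replicate 1, 2, 4 or 5, being highest without isotype replicate 5. With a score of lacrimal gland marker genes as a covariate, it was 0.261. The other genes had lower means after treatment, with log2 fold changes of -0.88 for *Fcer1a* (SE 0.32, adjusted p = 0.0796), -0.86 for *Cd200r3* (SE 0.38, adjusted p = 0.138), -0.51 for *Ms4a2* (SE 0.32, adjusted p = 0.281) and -0.32 for *Cpa3* (SE 0.20, adjusted p = 0.265). Their exact permutation p-values (two-sided) were 0.0476 for *Fcer1a*, 0.167 for *Cd200r3*, 0.238 for *Ms4a2* and 0.222 for *Cpa3*, and for none of the 5 genes were the groups separate. *Fcer1a* was called in 2 of 11 alternative settings, DESeq2 and limma's voom with quality weights, over a range of adjusted p from 0.0337 to 0.124. It was also called without isotype replicate 1 (adjusted p = 0.0419) or isotype replicate 4 or anti–IL-4Rα replicate 3, and *Cd200r3* without isotype replicate 1 (adjusted p = 0.0440).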

Following IL-4Rα Ab blockade, we also observed decreased expression of basophil marker genes (e.g., *Mcpt8*, *Cpa3*, *Cd200r3*, *Fcer1a*, and *Ms4a2*) (Figure 6D). These findings prompt the hypothesis that IL-4Rα signaling pathway promotes basophil responding to IgE stimulation and activation (28); and IL-4Rα blockade likely decreased basophils’ activation by hindering IgE production. Our results showed that IL-4Rα signaling contributes to conjunctivitis development in the context of skin inflammation by producing antigen-specific IgE Abs and activating mucosal mast cells (Figure 5, D and E) and basophils (Figure 6).

### Anti–IL-4α–attenuated and –augmented gene profiles in the conjunctivitis model.

To characterize conjunctivitis and the effects of IL-4Rα signaling at the transcriptomic level, we performed RNA-Seq on conjunctival tissues in OVA-challenged mice that received isotype or anti–IL-4Rα treatment, as well as in control mice that were ocularly challenged with PBS (MC903 + OVA/PBS) (Figure 7). Analysis of gene expression in the conjunctival tissues of OVA-challenged versus PBS-challenged mice showed differentially regulated genes or pathways. 

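Between the isotype and the PBS group, 3235 of the genes tested had an adjusted p under 0.05, and 1306 of these changed at least 1.5-fold, 889 higher and 417 lower in the isotype group. Leaving out each library in turn gave between 908 genes (without isotype replicate 2) and 1594 genes (without isotype replicate 1). Of the alternatives in normalization, test and filter, a linear model on log2(FPKM + 1), which follows the methods most closely, moved the count most, to 433 genes. Among genes whose libraries did not overlap between the groups (a share of 0.794% is given by chance), the largest rises were in *Chil4* and in 4 immunoglobulin genes. *Igkv4-50*, *Ighe* and *Ighv8-12* had 3 or fewer counts in every PBS library, so their rises are lower bounds: at least 292-fold, 63.8-fold and 77.2-fold. The bound for *Igkv4-50* rests on isotype replicate 5 (71.7 CPM, against 0.0842 to 1.90 CPM in the other isotype libraries) and is 14.2-fold without it. The calls of *Igkv4-50* and *Ighv8-12* each depended on 1 library: the adjusted p was 0.0556 for *Igkv4-50* without PBS replicate 1 and 0.0599 for *Ighv8-12* without PBS replicate 2. *Ighg1* rose by 8.55 on the log2 scale (SE 1.37, adjusted p = 0.00216). Reads of immunoglobulin genes can be shared between segments, and how they were divided is not stated. The largest falls were in *Marco*, with a log2 fold change of -3.27 (SE 0.64, adjusted p = 0.00599), *Epha10* (-1.69), *Acsm4* (-1.62), *Mettl21e* (-1.57) and *Gm14062* (-1.55). The adjusted p of *Acsm4* was 0.0356 and passed 0.05 in 7 of 15 fits with 1 library left out (up to 0.0958).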

*Krt16*, a marker of keratinocyte activation (29), was elevated, suggesting that epithelial damage is an important factor in causing the pathophysiology of conjunctivitis. 

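*Krt16* (ENSMUSG00000053797, chromosome 11, 100246091 to 100248902) encodes a keratin and rose from 63.5 ± 17.4 CPM in the PBS group to 574 ± 175 CPM in the isotype group. Its log2 fold change was 3.18 (SE 0.45, adjusted p = 0.00108), and all isotype libraries lay above all PBS libraries (exact permutation test, two-sided p = 0.00794). The gene was called in each of the 11 alternative settings and of the 15 fits with 1 library left out, where the log2 fold change stayed between 3.04 and 3.33.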

Late differentiation genes (*Sprr2* and *Lce3*) (30, 31) and macrophage-derived chitinase *Chil4* (32) were also elevated in the conjunctivitis model (Figure 7B). 

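All 8 *Sprr2* genes of Figure 7B were higher in the isotype group, with log2 fold changes from 1.16 for *Sprr2f* to 3.69 for *Sprr2a2*. The adjusted p was under 0.05 for 5 of them and not for *Sprr2f*, *Sprr2e* and *Sprr2i* (up to 0.0947). For *Sprr2e* and *Sprr2i*, all isotype libraries nevertheless lay above all PBS libraries. The fit over 3 groups also takes in the spread of the anti–IL-4Rα group. There, replicate 4 had 7.76 and 2.99 CPM, against at most 0.583 and 0.192 CPM in the other libraries. Without this replicate, 21 of the 23 Figure 7B genes were called raised. All 6 *Lce3* genes were higher as well, from 0.52 for *Lce3a* (adjusted p = 0.0862) to 3.98 for *Lce3d* (SE 0.42, adjusted p = 0.000214), and the 5 other than *Lce3a* passed. The signs of both families held under each scaling tried. *Sprr2a1*, *Sprr2a2* and *Sprr2a3* overlap in the annotation and both families are made of close paralogs, so reads could have been divided between members. *Chil4* (ENSMUSG00000063779, chromosome 3, 106201490 to 106219507) had 0 to 5 counts per PBS library and 1183 to 18282 per isotype library, or 116 ± 117 CPM in the isotype group, and a log2 fold change of 11.81 (SE 0.96, adjusted p = 9.62e-05). Over the 23 genes of Figure 7B, 23 were higher, 18 passed the threshold over all genes tested, and 23 passed when adjusted over the list alone.

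**Figure D3:**
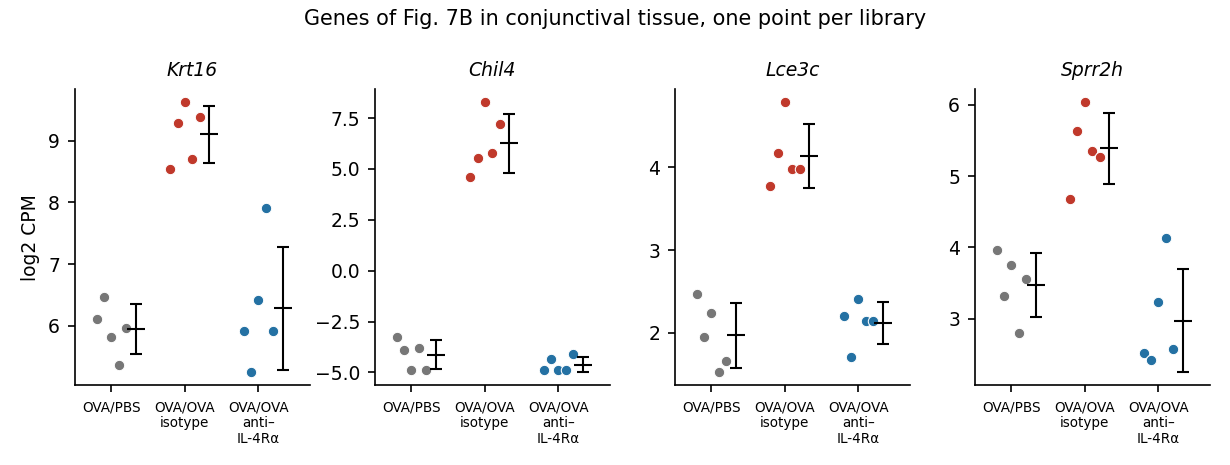
Expression of *Krt16*, *Chil4*, *Lce3c* and *Sprr2h* in log2 CPM (y axis), with one point per library and a bar for mean and SD, in PBS-challenged mice (OVA/PBS) and in OVA-challenged mice given isotype control or anti–IL-4Rα. For each gene all isotype libraries lie above all libraries of both other groups.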

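Of the 23 genes shown in Figure 7B, 22 had a lower mean in the anti–IL-4Rα group than in the isotype group, 19 of them with an adjusted p under 0.05, and 22 when adjusted over the list alone. *Krt16* fell by 2.57 on the log2 scale (SE 0.44, adjusted p = 0.00479) to 96.8 ± 81.7 CPM, and did not differ detectably from the PBS group (log2 fold change 0.61, adjusted p = 0.410). *Chil4* fell to 0 or 1 count in every anti–IL-4Rα library, so that the isotype group was at least 1940-fold higher (1140-fold without isotype replicate 3). The *Sprr2* genes fell by 1.67 (*Sprr2f*) to 6.34 (*Sprr2a3*) on the log2 scale and the *Lce3* genes by 0.59 (*Lce3a*) to 4.26 (*Lce3d*). Not called were *Sprr2e*, *Sprr2i* and *Lce3a*. For *Sprr2e* and *Sprr2i*, only anti–IL-4Rα replicate 4 (7.76 and 2.99 CPM) was within the range of the isotype libraries. Without it, 20 genes of Figure 7B were called lower. *Sprr2a2* and *Sprr2a3* ended below the PBS group (adjusted p = 0.0360 and 0.00662). The number of Figure 7B genes called below the PBS group, 2 here, depended on the fit. It was 1 without PBS replicate 1, 2, 3 or 4 or anti–IL-4Rα replicate 1 or 2, and in both linear models. Without PBS replicate 5, isotype replicate 1 or anti–IL-4Rα replicate 4 it was 3, and with DESeq2 6. The gene of Figure 7B that was not lower than in the isotype group was *Ighg1*, with a log2 fold change of 0.98 (SE 0.96, adjusted p = 0.489). Without anti–IL-4Rα replicate 3, at 1451 CPM, its log2 fold change was -1.10 (adjusted p = 0.267). Over 11 alternative settings its adjusted p ranged from 0.473 to 0.977. With each library left out in turn, between 15 and 20 genes were called lower, 15 of them without isotype replicate 3. The fits without an isotype library did not test *Chil4* and *Sprr2k*, which then had 10 counts in too few libraries.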

We then discovered preferential, strong normalization of ocular gene expression in mice treated with anti–IL-4Rα (Figure 7, A and B). Thus, blockade of IL-4Rα resulted in the normalization of a unique ocular gene expression pattern compared with isotype control. In addition, we identified IL-4Rα–augmented pathways by comparing blockade of IL-4Rα with isotype control, which may underlie the partial efficacy in this model and could possibly represent candidate mediators of the paradoxically increased frequency of conjunctivitis following dupilumab in patients with AD. Furthermore, a statistically significant increase was shown for genes that encode secretoglobin (*Scgb*), mammoglobin (*Scgb2a2*), lipocalin (*Lcn11*), exocrine gland-secreted peptides (*Esp*), and mucin-like protein 2 (*Mucl2*) after anti–IL-4Rα treatment (Figure 8). These findings are consistent with peptide profiles in human tears from patients affected by vernal keratoconjunctivitis (33). 

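Of the 1306 genes that differed between the isotype and PBS groups, 1263 (96.7%) moved back toward the PBS level under anti–IL-4Rα treatment, 857 of the 889 raised genes and 406 of the 417 lowered genes. The change between the isotype and anti–IL-4Rα groups itself had an adjusted p under 0.05 for 427 of them, 425 of which moved back and 2 moved farther away. The median gene moved back by 51.1% of its log2 fold change, and 144 genes were still called in the same direction when the anti–IL-4Rα group was compared with the PBS group. The isotype libraries enter both comparisons, which by itself raises the share. In 50 sets of simulated counts without any effect of anti–IL-4Rα, the share was 61.1% to 66.3%, and in 100 sets in which the residuals of whole libraries were shuffled it was 29.5% to 89.5%, against 96.7% observed on that scale. It stayed between 94.5% and 97.9% with each library left out in turn and was 98.2% in the linear model on log2(FPKM + 1), over 433 genes. From the normalization that it shows for its own disease signature and selected genes (Figure 7, A and B), the paper concludes that blockade of IL-4Rα normalized an ocular gene expression pattern.

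**Figure D4:**
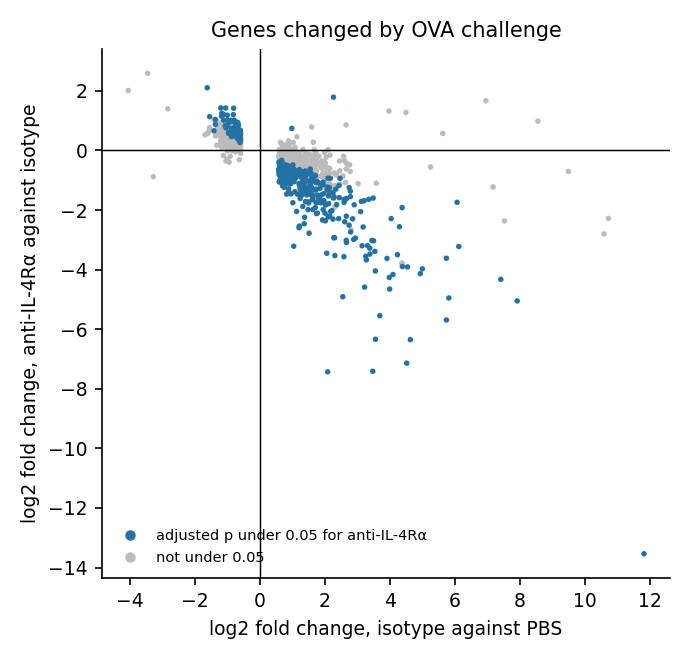
Log2 fold change of each of the 1306 genes between the isotype and PBS groups (x axis) and between the anti–IL-4Rα and isotype groups (y axis), with genes that had an adjusted p under 0.05 in the second comparison in blue. Genes that moved back, 1263 in all, lie in the upper left and lower right quadrants.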

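Between the anti–IL-4Rα and isotype groups, 2826 genes had an adjusted p under 0.05, of which 1280 were higher and 1546 lower after anti–IL-4Rα. The largest rises among genes with separate groups were in *A530053G22Rik* (1.99 on the log2 scale, SE 0.54, adjusted p = 0.0297), *Dmrta1* (1.86), *Igha* (1.79), *Lyz1* (1.62) and *Gabrr2* (1.58), and *Igha* was above the PBS group as well. The calls of *A530053G22Rik*, *Dmrta1* and *Igha* did not hold in every fit with 1 library left out, with adjusted p up to 0.0752, 0.0995 and 0.0657. The number of genes depended on single libraries. It was 882 without isotype replicate 3, 1124 without isotype replicate 2, 1418 without isotype replicate 5, 1060 without anti–IL-4Rα replicate 1, 1436 without replicate 2, 1164 without replicate 4, 1446 without replicate 5 and 4206 without anti–IL-4Rα replicate 3. A fit to these 2 groups only gave 675 genes, 169 higher and 506 lower. With a score of lacrimal acinar marker genes as a covariate, 388 genes were called, 386 of them also called without it. The score was partly confounded with treatment, so part of this fall may be a loss of power. The pathway analysis itself was not repeated here.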

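The 19 genes of Figure 8, 6 *Scgb* genes, 9 *Esp* genes, *Obp1a*, *Obp1b*, *Lcn11* and *Mucl2*, all had a higher mean in the anti–IL-4Rα group than in the isotype group, with log2 fold changes from 2.30 to 2.93 (median 2.65). Their SE was 1.35 to 2.06, and 0 of the 19 passed an adjusted p of 0.05 over all genes tested (0.174 to 0.396), 0 when adjusted over the list alone, and 0 an unadjusted p of 0.05. *Mucl2* (ENSMUSG00000036925, chromosome 15, 103895855 to 103899312) averaged 5787 ± 10250 CPM in the PBS group, 6697 ± 6993 in the isotype group and 48610 ± 32520 in the anti–IL-4Rα group (log2 fold change 2.86, SE 2.05, adjusted p = 0.342). *Scgb2a2* (ENSMUSG00000096872, chromosome 19, 9847562 to 9852808) was at 166 ± 293, 174 ± 220 and 874 ± 661 CPM (2.33, SE 1.87, adjusted p = 0.396), and *Lcn11* (ENSMUSG00000069080, chromosome 2, 25777017 to 25780279) at 57.9 ± 108, 85.6 ± 84.8 and 518 ± 354 CPM (2.60, SE 1.75, adjusted p = 0.311). The isotype and anti–IL-4Rα libraries overlapped for every gene. All 5 libraries of each group were used here, while the legend of Figure 8 gives n as 4 to 5. Together the 19 genes took 0.00152% to 6.17% of the counts in PBS libraries, 0.00334% to 3.99% in isotype libraries and 0.159% to 15.8% in anti–IL-4Rα libraries. Their mean log2 CPM, 4.33 in the isotype and 7.99 in the anti–IL-4Rα group, did not differ detectably between the anti–IL-4Rα and isotype groups (exact permutation test, two-sided p = 0.175). It followed the mean of 15 lacrimal acinar marker genes within the groups (Pearson r = 0.981, permutation p = 1e-05, adjusted 2.5e-05; Spearman rho = 0.961, permutation p = 1e-05, adjusted 5e-05; 1e-05 is the smallest p that 100000 permutations can give). Without the 2 libraries farthest from the median of the marker score, r was 0.978; the relation was 1 of 5 computed, with Benjamini-Hochberg adjustment over them. With the marker score as a covariate the median log2 fold change of the 19 genes was -0.79. The *Scgb*, *Esp* and *Obp1* genes have close paralogs whose reads could have been divided between them.

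**Figure D5:**
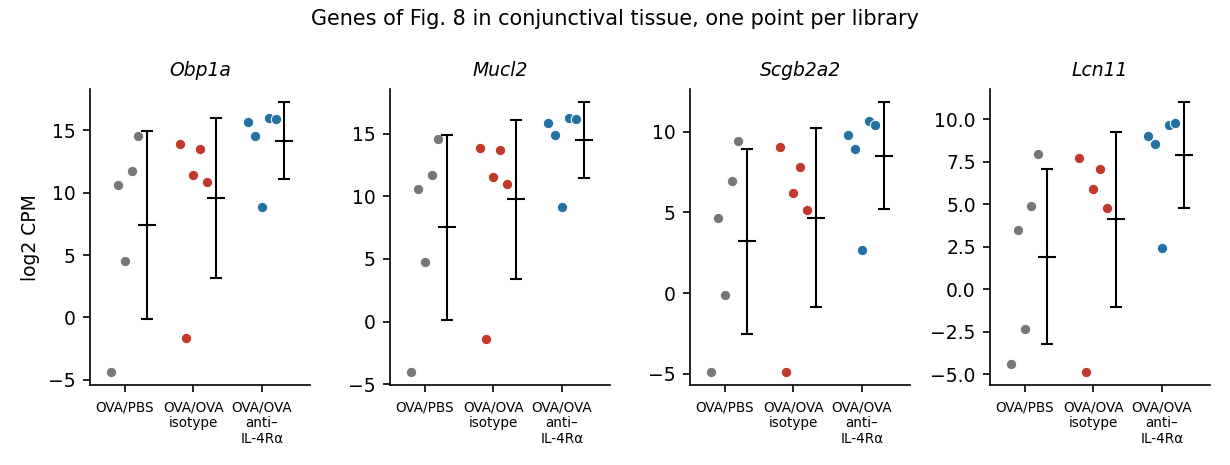
Expression of *Obp1a*, *Mucl2*, *Scgb2a2* and *Lcn11* in log2 CPM (y axis), with one point per library and a bar for mean and SD, in PBS-challenged mice (OVA/PBS) and in OVA-challenged mice given isotype control or anti–IL-4Rα. The groups overlap for every gene, and isotype replicate 2 and anti–IL-4Rα replicate 3 are the lowest libraries of their groups.

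**Figure D6:**
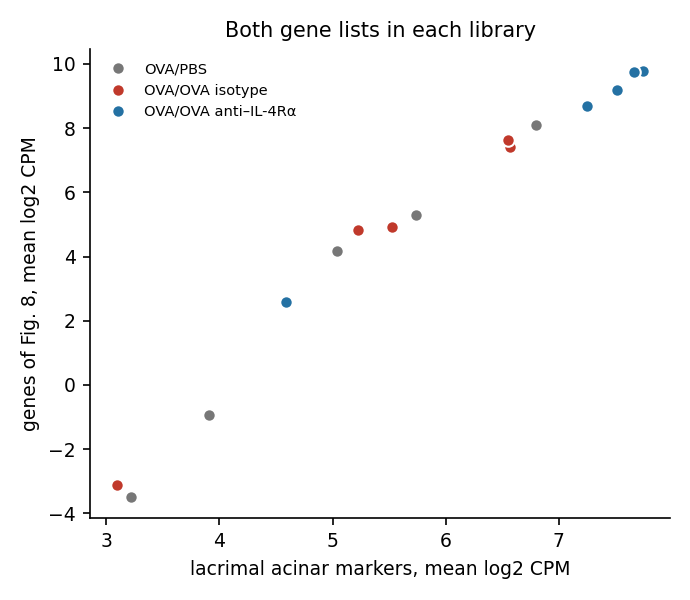
Mean log2 CPM of 15 lacrimal acinar marker genes (x axis) and of the 19 genes of Figure 8 (y axis), with one point per library, colored by group. Both means rise together over all groups, from 3.09 to 7.75 on the x axis and from -3.47 to 9.79 on the y axis.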

A lacrimal gland autoantigen that is associated with lacrimal gland autoimmunity and ocular surface sequelae (34), odorant binding protein 1a (*Obp1a*), was also elevated by anti–IL-4Rα treatment (Figure 8).

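*Obp1a* (ENSMUSG00000067684, chromosome X, 78085505 to 78091374) had 5802 ± 10270 CPM in the PBS group, 6228 ± 6630 CPM in the isotype group and 40690 ± 27760 CPM in the anti–IL-4Rα group. The SD was of the order of the mean in each group, and single libraries ranged from 1 to 1365673 counts in the PBS group, from 28 to 739051 in the isotype group and from 31238 to 2664942 in the anti–IL-4Rα group. The log2 fold change between the anti–IL-4Rα and isotype groups was 2.71 (SE 2.06, adjusted p = 0.372), and the groups overlapped (exact permutation test, two-sided p = 0.159). No fit with 1 library left out and none of 11 alternative settings called *Obp1a*; its adjusted p was 0.0704 with DESeq2 and 0.577 with limma's voom with quality weights.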

## Discussion

In the present study, we describe and characterize a potentially novel mouse model in which skin sensitization to a model antigen followed by ocular antigen challenge results in experimental conjunctivitis. Epidemiologic data have demonstrated that adults with AD have a significant and disease-severity–dependent increased risk of developing select ocular diseases, and, thus, our preclinical data expand upon the concept of “atopic march,” which describes this developmental progression of atopic diseases (1, 3). The mouse model presented herein serves to support this theory and is the first to describe atopic march leading to conjunctivitis in a preclinical setting. Our model demonstrates that sensitization to antigen, in the presence of MC903 (an agent that induces AD-like inflammation) in the skin leads to antigen-specific conjunctivitis when challenged at ocular sites. This model broadens our mechanistic understanding of atopic march by identifying additional immunological factors.

We demonstrated that basophils and CD4^+^ T cells were required for the development of conjunctivitis in mice, as depleting them following the sensitization phase limited the disease. Recent studies suggest basophils are the key effector cell to induce type 2 inflammation and itch in response to allergens (19, 35). Basophils are predominantly found in the blood and generally not present in tissues in the steady state (36). MC903-evoked skin inflammation has been shown to be associated with exaggerated thymic stromal lymphopoietin (TSLP) production during sensitization (18), which makes basophils more responsive to IgE-mediated stimulation, suggesting this mechanism may play a role in our current studies (35). Upon exposure to OVA via eye drops, basophils were recruited into inflamed conjunctival tissues and further upregulated activation markers with an enhanced capacity to mediate an antigen-induced reaction in the setting of AD-associated conjunctivitis (Figure 3) (37). Basophils may play a pathophysiological role in the development of murine conjunctivitis through the release of inflammatory mediators such as histamine and leukotriene C4 (LTC4) in response to IgE-mediated activation, contributing to immediate hypersensitivity reactions (36). In addition, sensory neurons, which are strongly associated with inflammatory itch, might also be activated by basophil mediators (35). Taken together, these findings suggest that conjunctivitis-associated inflammation enhances the activation of basophils (and likely mast cells) to mediate antigen-induced response. While our current study focused on basophils and T cells, we hypothesize that they are likely not the only cellular mediators. Indeed, an increase in eosinophils and monocytes were present in conjunctival tissues as assessed histopathologically following ocular antigen challenge. Thus, future studies will be required to further investigate other cellular mechanisms that promote conjunctivitis.

Depletion of CD4+ T cells in our model revealed a complete dependency of conjunctivitis development following skin inflammation on this cell type, as evidenced by complete amelioration of ocular clinical scores. It is still unclear how the local cutaneous sensitization and T_H_2 hyperreactivity lead to systemic effects and eventually promote an allergic response in the conjunctival tissues. Patients with AD have elevated pathogenic effector T_H_2 cells in their peripheral blood with increased IL-13 expression, indicating a systemic T_H_2 environment (38). A significant fraction of peripheral pathogenic effector T_H_2 clonotypes is reactive to disease-associated antigens and subsequently migrates to the conjunctival tissues upon topical challenge with said antigen. However, the homing mechanism is unknown. The interaction between the T_H_2 cell-expressed chemoattractant receptor and its ligand by the conjunctival epithelium needs to be identified to better understand specific T cell homing to the inflamed ocular tissues (27).

Higher rates of unspecified and allergic conjunctivitis in patients with AD who received dupilumab, tralokinumab, or lebrikizumab treatment have prompted efforts in the medical community to identify potential underlying pathogenic mechanisms (10, 11, 39). Currently, our knowledge base lacks clarity regarding the pathogenesis of conjunctivitis and why its appearance is nearly exclusive to patients with AD. To complement ongoing phase IV clinical studies to investigate the phenotype and ocular biomarkers of conjunctivitis in patients (40), we used what we believe to be a novel skin inflammation–evoked conjunctivitis model to further investigate potential effects of IL-4Rα inhibition in mice. The partial efficacy of the dupilumab surrogate Ab was most likely not due to incomplete inhibition of the pathway, since we observed a near elimination of IgE, indicative of full pharmacological target inhibition. We speculate the existence of additional mechanisms besides IL-4Rα signaling that mediate conjunctivitis, although a possible mechanism occurring at the epithelial layer of the eye may also become exacerbated by anti–IL-4Rα treatment. We then used RNA-Seq to define a disease signature and to assess the effect of blocking IL-4Rα at the transcriptomic level, resulting in the discovery of a disease signature that can be attenuated by anti–IL-4Rα. Pathways that are increased in disease and attenuated with anti–IL-4Rα involve T_H_2 signaling as well as epithelial damage. 

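Marker gene lists for both themes were tested with fry, limma's rotation test, over 19 lists in 3 comparisons with Benjamini-Hochberg adjustment. The 3 genes of a type 2 cytokine list that were tested were higher in the isotype than in the PBS group (median log2 fold change 1.74, adjusted p = 0.000541). None of the 3 was at 1 CPM or more in every PBS library, and 1 is shared with another list. Their fall under anti–IL-4Rα did not pass the threshold (-0.70, adjusted p = 0.0644; 0.0321 to 0.161 with each library left out), and they stayed above the PBS group (1.33, adjusted p = 0.0130). A list of 15 genes induced by IL-4 and IL-13 rose by a median of 1.24 (adjusted p = 0.000541). Under anti–IL-4Rα it fell by 1.01 on the log2 scale (adjusted p = 4.16e-05). Of its genes, 9 were at 1 CPM or more in every PBS library, and 2 are also genes of the study's figures. Against the PBS group its median log2 fold change was -0.42, which did not pass the threshold (adjusted p = 0.0644). The list mean of every anti–IL-4Rα library was nevertheless below that of every PBS library (exact permutation test, two-sided p = 0.00794). The 8 genes tested of a keratinocyte activation list rose by a median of 0.82 (adjusted p = 0.000541) and fell by 0.85 (adjusted p = 7.17e-05); 7 of them were at 1 CPM or more in every PBS library, 3 are shared with other lists and 1 with the study's figures. In both of these lists the mean of every anti–IL-4Rα library was below that of every isotype library (exact permutation test, two-sided p = 0.00794). None of these calls held in camera with an estimated correlation between genes, which called 0 of 57 tests.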

Genes implicated in epidermal diseases and dry eye, such as *Krt16* and *Sprr2* (30, 31), are downregulated with anti–IL-4Rα treatment. Thus, dupilumab surrogate Ab treatment resulted in modulation of IL-4Rα–regulated genes in the conjunctival tissue, likely contributing to the partial attenuation of allergic conjunctivitis.

Our present observations on the therapeutic effect of IL-4Rα blockade in murine experimental conjunctivitis are inconsistent with the increased frequency of conjunctivitis following treatment with dupilumab in patients with AD. Indeed, in accordance with a suggested therapeutic role for IL-4Rα/basophil signaling in our present studies, recent clinical data from a single small study have suggested an increase in basophils associated with conjunctivitis in patients with AD following dupilumab treatment (17). However, conjunctivitis comprises a heterogeneous group of clinicopathologic conditions with a wide variety of signs and symptoms (41). Diagnosis of conjunctivitis following dupilumab treatment in clinical trials was typically performed by dermatologists and allergists without an ophthalmologist’s evaluation. As a result, conjunctivitis cases reported include a variety of subtypes without distinguishing between their classifications (9). A subtype of patients with AD may have a predominantly allergic phenotype of conjunctivitis and, thus, the therapeutic effects of IL-4Rα blockade we observed in our preclinical model could reflect this disease phenotype. Indeed, our data provide support for potential efficacy of dupilumab in an ongoing Phase 2 study to evaluate the efficacy of dupilumab in the treatment of atopic keratoconjunctivitis (42). Finally, we cannot reflect the full range of symptoms reported in humans in preclinical models, so the therapeutic effects of anti–IL-4Rα that we observed in a preventive setting might not translate to long-term intervention in certain established chronic diseases. Potential discrepancies between mouse and human biology must be considered.

Despite these limitations, our research has shed light upon the potential pathomechanism of conjunctivitis in AD trials by identifying anti–IL-4Rα-augmented genes that could account for partial efficacy of IL4Ra blockade on murine conjunctivitis, as well as candidate markers for conjunctivitis clinically. These genes encode for a wide range of biological categories, such as mammaglobin, lipocalin, and secretoglobin, suggesting a possible mechanism occurring at the epithelial layer of the eye that may become exacerbated by anti–IL-4Rα treatment and could underlie conjunctivitis in the clinic. In human studies, levels of these proteins were found to be significantly overexpressed in vernal keratoconjunctivitis tear samples compared with the control group, correlating to the severity of the disease. In particular, when patients were treated with topical cyclosporine or corticosteroids, their tear samples indicated significantly lower protein levels (33). Lacrimal drainage impairment has also recently been associated with conjunctivitis in a small number of patients with AD following dupilumab treatment, suggesting that lacrimal gland-derived enzymes and tear proteins may play a role in chemical communication and immunity (43).

In summary, we have described and characterized a potentially novel murine model of skin inflammation–evoked conjunctivitis. Our research also identified a potential pathogenic mechanism involved in conjunctivitis in AD trials and shed light upon this new entity of conjunctivitis. Further studies characterizing the biological role of anti–IL-4Rα–augmented pathways that we identified in the mouse model, especially in patients with AD before and during dupilumab treatment, would further reveal our understanding of conjunctivitis.

## Methods

### Mice.

Female BALB/c mice were purchased from the Jackson Laboratories. All mice were used between 9 and 12 weeks of age, and all experiments employed age- and gender-matched controls to account for any variations in data sets compared across experiments. Mice were bred and housed in specific pathogen-free conditions at Sanofi.

### Reagents and treatments.

Mice were treated daily with 2.5 nmol MC903 (calcipotriol; Tocris Bioscience) in 25 μL of 100% EtOH applied to the right ear for 7 days. As a vehicle control, the same volume of EtOH was applied. On days 1, 3, and 5, 10 μg of OVA (A7642; Sigma-Aldrich) was injected intradermally in a 20 μL volume of sterile PBS by inserting the needle into the superficial dermis in the ear as close to the epithelium as possible. On day 6, 10 μg of OVA was applied to the same ear in 5 μL of PBS. Challenge via topical OVA or BSA (Sigma-Aldrich) instillation (250 μg/10 μL eye drop) had been administered once daily for 7 days. Clinical scoring was performed 20 minutes after challenge and was done once daily from day 18 to day 24. Mice were examined on the basis of 4 independent parameters, which include eyelid edema, secretion, squinting, and redness. Each parameter was ascribed 0 (i.e., absent) to 3+ points (i.e., maximal) and was summed to yield a maximum score of 12+. For CD4^+^ T cell depletion, animals were i.p. injected on days 12 and 18 with 200 μg of anti-CD4 Ab (clone GK1.5, BioXCell) or 200 μg rIgG2b (BioXCell) in a total volume of 200 μL PBS. For pharmacologic IL-4Rα blockade, WT mice received i.p. injections of 200 μL of purified anti-mouse IL-4Rα Ab (REGN1103, a dupilumab mouse homologue; gift from Regeneron) or isotype control (REGN2390-L1; gift from Regeneron) on days 10, 14, 18, and 21 dosed at 25 mg/kg. For pharmacologic depletion of basophils, WT mice received i.p. injections of 100 μL of purified anti-mouse CD200R3 Ab (0.4 mg/mL; clone Ba160, BioLegend) or rat IgG2b, κ isotype control (BioXCell) every other day from day 15 to day 23. The effect of depletion was confirmed by assessing blood basophil levels using flow cytometry on the last day of the model.

### Skin inflammation assessment.

To assess mouse ear skin inflammation induced by MC903, ear thickness was measured daily with dial calipers.

### ELISA.

To measure mouse serum protein levels, 0.5 to 1 mL of blood was collected into 1.5 mL microcentrifuge tubes and was allowed to clot for 60 minutes at room temperature. Tubes were then centrifuged for 10 minutes at 1,000 *g* at 4°C. Sera were collected and stored at –80°C until proteins were quantified according to the manufacturer’s instructions using enzyme-linked immunoassay kits for the mouse OVA IgE (Cayman), total IgE (Invitrogen), and mMCP-1 (Invitrogen).

### Cell culture.

Cervical lymph node cells were isolated and cultured in RPMI medium with 10% FCS, penicillin, and streptomycin and with 100 μg/mL OVA for 72 hours. Cells were stimulated with phorbol myristate acetate and ionomycin in the presence of brefeldin A for 4–5 hours. The cells were harvested and analyzed for cytokine production, and further analysis was performed using FlowJo software (Tree Star).

### Flow cytometry.

For animal studies, 50–100 μL of blood was collected into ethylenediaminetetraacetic acid-coated tubes, followed by red blood cell lysis using red blood cell lysis buffer (Sigma-Aldrich) at room temperature for 25 minutes and washed with PBS once. All cells were stained with viability dye (1:1,000; BD Horizon) for viability on ice for 20 minutes, followed by primary Abs on ice for 30 minutes prior to data acquisition on a BD Fortessa (BD Biosciences). Basophils were defined as live CD49b^+^FcεRIα/IgE^+^ cells that were negative for expression of CD3e and CD19. The mouse basophil canonical activation marker CD200R was also stained. All flow cytometry data were analyzed with FlowJo v10 software (Tree Star).

### Histology.

Mice were euthanized 1 hour after the final challenge. Once removed, whole heads were fixed in neutral-buffered formalin (NBF) for at least 24 hours. Conjunctiva and surrounding skin were then removed and fixed for a minimum of 48 additional hours prior to paraffin processing and embedding. Tissue sections 5 μm thick were collected and stained with H&E (44). Histopathology of the conjunctiva was scored according to the amount of inflammatory infiltrate present. Conjunctiva that did not show any infiltrate was scored as a 0. If rare inflammatory cells were present, the tissue was assigned a score of 1. When infiltrate was more noticeable but still mild, the conjunctiva was scored as 2. Conjunctiva was scored as a 3 if infiltrate was present in multifocal to coalescing clusters. Finally, if infiltrate was severe and diffusely present throughout the conjunctiva, a score of 4 was assigned.

### IHC staining.

IHC was performed using anti–mMCP-8 (clone TUG8, BioLegend). Isotype control was performed using rat IgG2a (Bio-Rad Laboratories). The scoring of basophils in conjunctival tissues followed a similar pattern to the histology evaluation above: conjunctiva that did not show any basophils was scored as a 0; if trace amounts of basophils were present, the tissue was assigned a score of 1; when more noticeable basophils were present, the conjunctiva was scored as a 2; finally, conjunctiva tissues were scored as a 3 if basophils manifested in multifocal to coalescing clusters.

### RNA isolation and transcriptome sequencing.

Conjunctival tissue samples were collected into tubes containing RNAlater and were later homogenized using QIAzol lysis reagent (Qiagen) and ceramic beads (Precellys). Phase-lock tubes (Quantabio) were used to assist separation following chloroform-based phase separation of RNA before total RNA was extracted with the RNeasy Lipid Tissue Mini Kit (Qiagen). RNA quantification and quality assessment were performed with Nanodrop 1,000 and RNA 6,000 Nano (Agilent Bioanalyzer). Total RNA was diluted to 1 μg in 25 μL of RNase-free water prior to a polyA selection using Oligo(dT) beads from Illumina’s Stranded mRNA Prep Ligation kit. Enriched mRNA species were converted to full length complementary deoxyribonucleic acid, dual indexed, and then amplified using 10 PCR cycles. The final libraries were assessed using the D1000 kit on the TapeStation (Agilent) for quality as well as the High Sensitivity DNA Qubit for quantification. To prepare for sequencing, libraries were pooled together at equal molar before denaturing with sodium hydroxide and diluted to 1.5 pM in accordance with Illumina’s denaturation protocol for the NovaSeq6000. Sequence runs were performed on a NovaSeq6000 V1.5 SP flow cell and a 2′ 90 bp paired-end run.

### RNA-Seq data analysis.

Data analysis was completed using Omicsoft’s Array Studio. On average, each sample was sequenced at a depth of approximately 75 million paired-end reads. Illumina adaptors were trimmed during the binary base call (BCL) to FastQ conversion. All raw data was checked for quality using the “Raw Data QC Wizard” function within Array Studio. Poor quality reads were filtered out using a Q score cutoff of 20. Following the above filter criteria, about 58 million paired-end reads per sample were uniquely mapped to the B38 Mouse Reference Genome using the Ensembl.R100 Gene Model. Raw counts were then converted to fragments per kilobase of transcript per million mapped reads (FPKM) using the “Report Gene/Transcript Counts” function in Array Studio. Low counts were filtered using a cutoff of 10 in at least 5 samples (*n* = 5 for each group) then normalized using the 75th quantile. A constant of 1 was added to all normalized FPKM data prior to a Log_2_ transformation. This normalized and transformed data was used in all downstream analysis, including principal component analysis (PCA), hierarchical clustering, heatmaps, *t* tests, and Ingenuity Pathway Analysis. Outliers (a total of 2) were confirmed using model-based outlier detection, correlation-based quality check, and PCA plots, as well as hierarchical clustering (unsupervised) within Array Studio. *t* tests were generated using the General Linear Model function in Array Studio. Pathway analysis was completed using fold change and *P* values obtained via *t* test and imported into Qiagen Ingenuity. RNA-Seq data that support the finding of this study have been deposited with the Gene Expression Omnibus (GEO) repository under accession number GSE217899.

### Statistics.

All statistical analyses were performed using GraphPad Prism 9. Unless otherwise indicated, all statistical tests are 1-way ANOVA with Tukey’s post hoc test. *P* ≤ 0.05 was considered significant.

### Study approval.

All experiments were performed under the Sanofi IACUC–approved protocols and in accordance with its guidelines.

## Author contributions

HH developed the study, designed and performed the experiments, and wrote the manuscript. SC, JJ, KTCS, GQ, JG, SS, JE, EZ, and RB performed the experiments. DB provided scientific oversight of histology and IHC work. KTCS, DB, PB, and AH provided intellectual input. KTCS and AH contributed to manuscript editing.

## Figures and Tables

**Figure 1:**
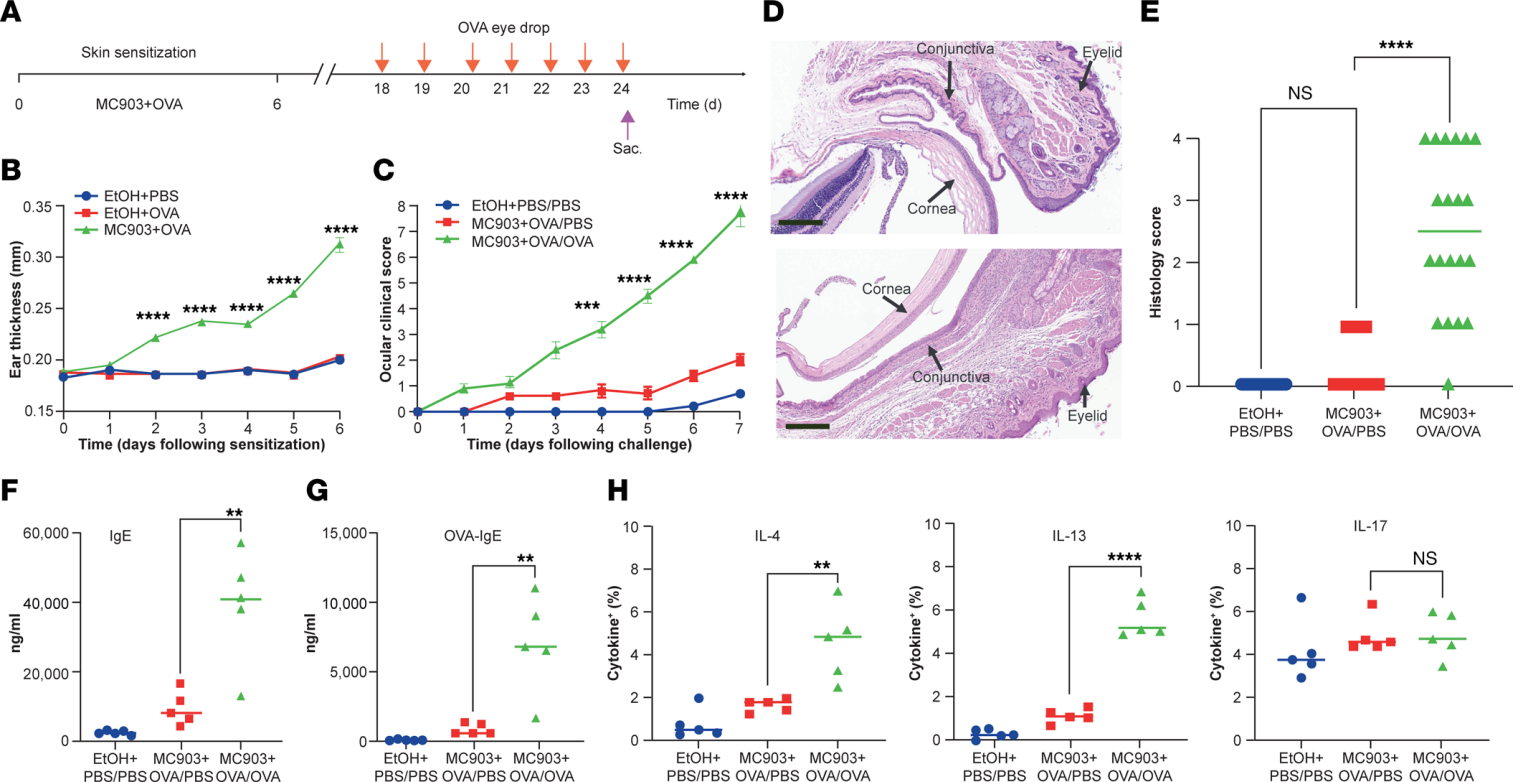
Experimental mouse model of skin inflammation–induced conjunctivitis. (**A**) Schematic of mouse conjunctivitis model. Arrows in red are time periods of administering OVA eye drop, and purple arrow indicates sacrifice. (**B**) Ear thickness of vehicle EtOH control + PBS- or OVA-treated and MC903 + OVA-treated WT mice from day 0 to day 6. Data are from 2 pooled experiments (*n* = 10). (**C**) Representative clinical signs. Data are from 2 pooled experiments (*n* = 10). Results are shown as mean ± SEM, and a 2-way ANOVA with Tukey’s post hoc test was used to determine significance for **B** and **C**. (**D**) H&E histopathology images. Upper, MC903 + OVA/PBS; lower, MC903 + OVA/OVA. Scale bar: 200 μm. (**E**) Histology scores of mice on day 24 of the conjunctivitis model. Data are from 3 pooled experiments (*n* = 10–20). ****P < 0.0001 by 1-way ANOVA. (**F**) Total IgE in serum. (**G**) OVA-specific IgE in serum. (**H**) Intracellular cytokine staining of cervical lymph node cells isolated from mice. Plots are gated on CD4^+^CD44^hi^ cells, and representatives of 5 mice were analyzed. Data depicted in **F**–**H** are from 1 experiment (*n* = 5) and are representative of 2 independent replicates. **P < 0.01, ***P < 0.001, ****P < 0.0001 by 1-way ANOVA.

**Figure 2:**
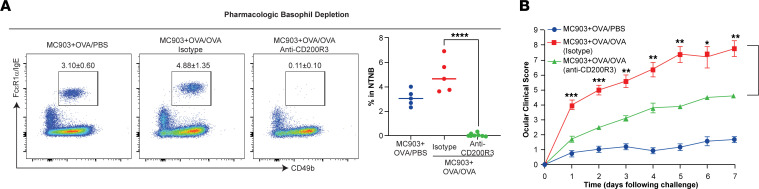
Basophils are required for conjunctivitis. (**A**) Representative flow cytometry plots and frequency of NTNB (CD3e^−^CD19^−^) CD49b^+^FcεRIα/IgE^+^ blood basophils in mice on day 24 of the conjunctivitis model. ****P < 0.0001 by 1-way ANOVA with Tukey’s post hoc test. (**B**) Clinical scores. Data depicted are from 1 experiment (*n* = 5–10) and are representative of 2 independent replicates. Results are shown as mean ± SEM, and a 2-way ANOVA with Tukey’s post hoc test was used to determine significance. *P <0.05, **P <0.01, ***P <0.001. NTNB, non-T non-B.

**Figure 3:**
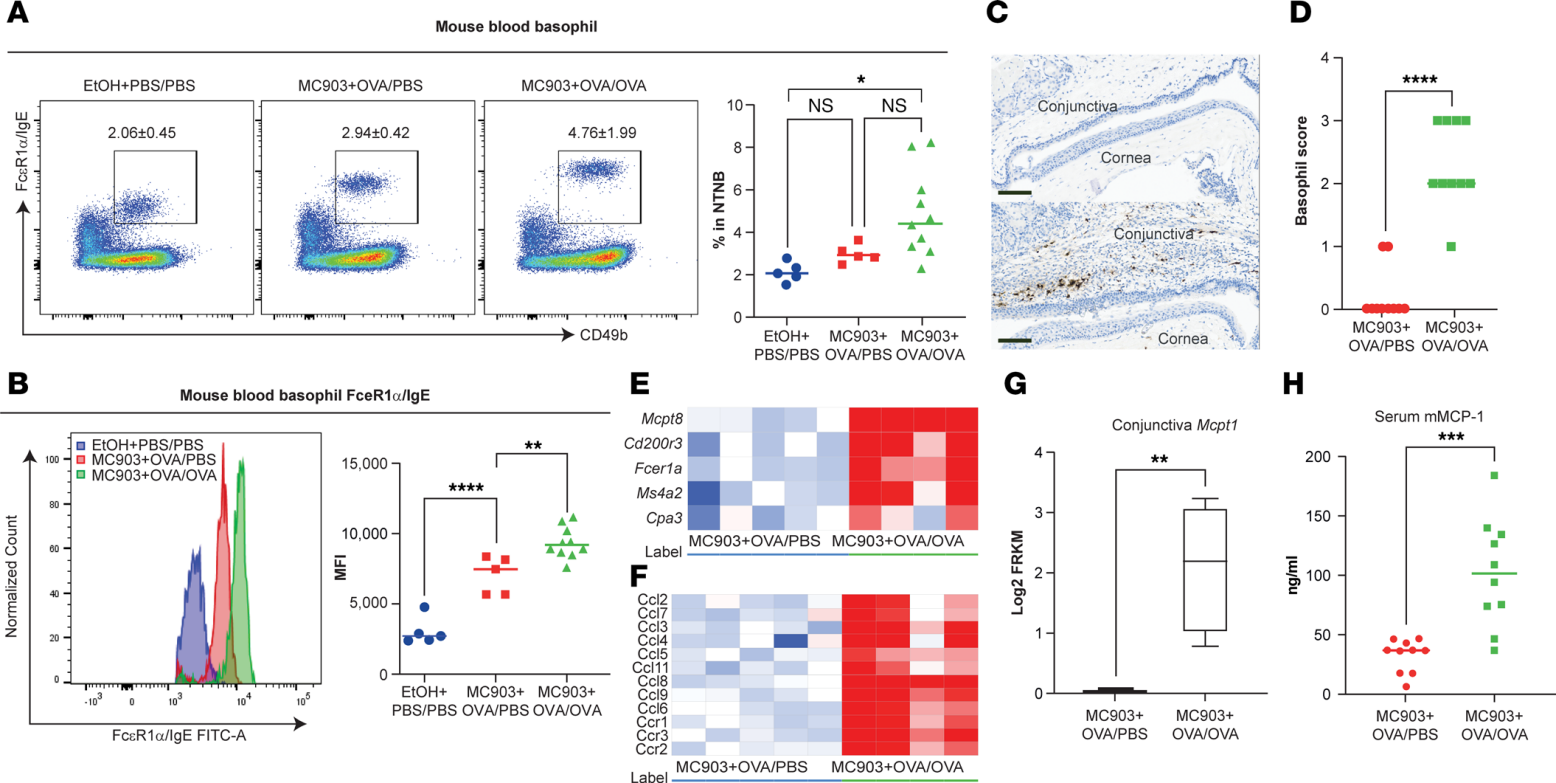
Basophils exhibit a distinct phenotype in AD-associated conjunctivitis. (**A**) Representative flow cytometry plots and frequency of NTNB (CD3e^−^CD19^−^) CD49b^+^FcεRIα/IgE^+^ blood basophils in mice on day 24 of the conjunctivitis model. Data depicted are from 1 experiment (*n* = 5–10) and are representative of 2 independent replicates. *P < 0.05 by 1-way ANOVA with Tukey’s post hoc test. (**B**) FcεRIα/IgE expression measured by MFI on blood basophils in mice on day 24 of the conjunctivitis model. Data depicted are from 1 experiment (*n* = 5–10) and are representative of 2 independent replicates. (**C**) IHC staining performed on conjunctival tissue sections at day 24 with Ab against mMCP-8 (specific for basophils). Upper, MC903 + OVA/PBS; lower, MC903 + OVA/OVA. Scale bar: 100 μm. (**D**) Basophil IHC scores. Data are from 2 pooled experiments (*n* = 10). (**E**) Heatmap of basophil signature genes. (**F**) Heatmap of chemokine and receptor signature genes. The color gradient in **E** and **F** represents fold-change values; OVA-challenged samples were compared with PBS-challenged samples (*n* = 4–5). (**G**) *Mcpt1* transcripts in conjunctival tissues (*n* = 4–5). (**H**) mMCP-1 in serum. Data depicted in **B**, **D**, **G**, and **H** are from 1 experiment (*n* = 10) and are representative of 2 independent replicates. **P < 0.01, ***P < 0.001, ****P < 0.0001 by unpaired Student’s *t* test. NTNB, non-T non-B.

**Figure 4:**
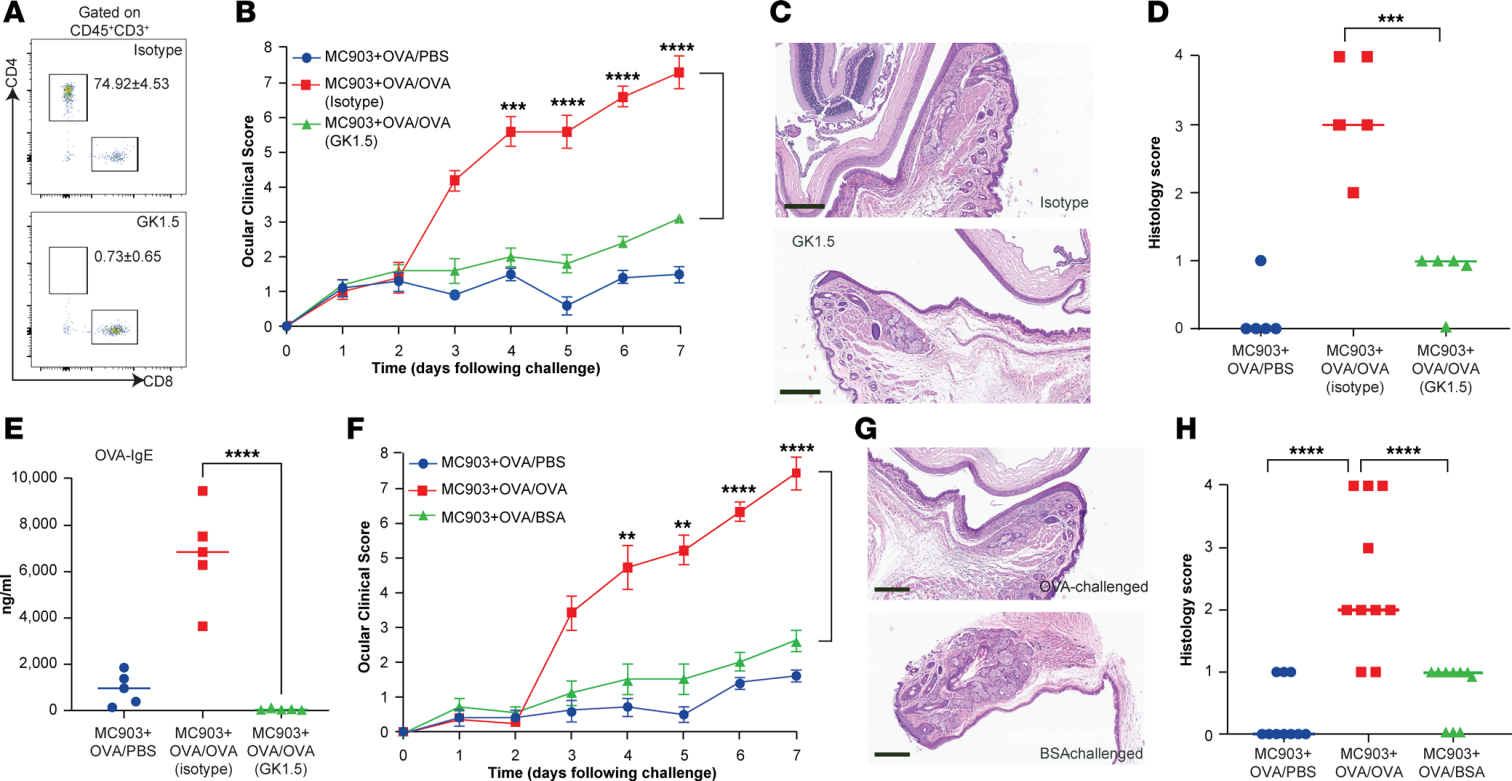
CD4^+^ T cell requirement and antigen specificity in skin inflammation–induced conjunctivitis. (**A**) Representative flow cytometry plots showing CD4^+^ T cell depletion in the blood. (**B**) Clinical signs. Data depicted are from 1 experiment (*n* = 5) and are representative of 2 independent replicates. Results are shown as mean ± SEM, and a 2-way ANOVA with Tukey’s post hoc test was used to determine significance. (**C**) Representative H&E histopathology images. Upper, isotype; lower, GK1.5. Scale bar: 200 μm. (**D**) Histology scores of mice on day 24 of the conjunctivitis model. Data depicted are from 1 experiment (*n* = 5) and are representative of 2 independent replicates. (**E**) OVA-specific IgE in serum. Data depicted are from 1 experiment (*n* = 5) and are representative of 2 independent replicates. (**F**) Clinical signs. Data depicted are from 1 experiment (*n* = 5) and are representative of 2 independent replicates. Results are shown as mean ± SEM, and a 2-way ANOVA with Tukey’s post hoc test was used to determine significance. (**G**) Representative H&E histopathology images. Upper, MC903 + OVA/OVA; lower, MC903 + OVA/BSA. Scale bar: 200 μm. (**H**) Histology scores of mice on day 24 of the conjunctivitis model. Data are from 2 pooled experiments (*n* = 10). Data depicted are from 1 experiment (*n* = 5) and are representative of 2 independent replicates. **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 5:**
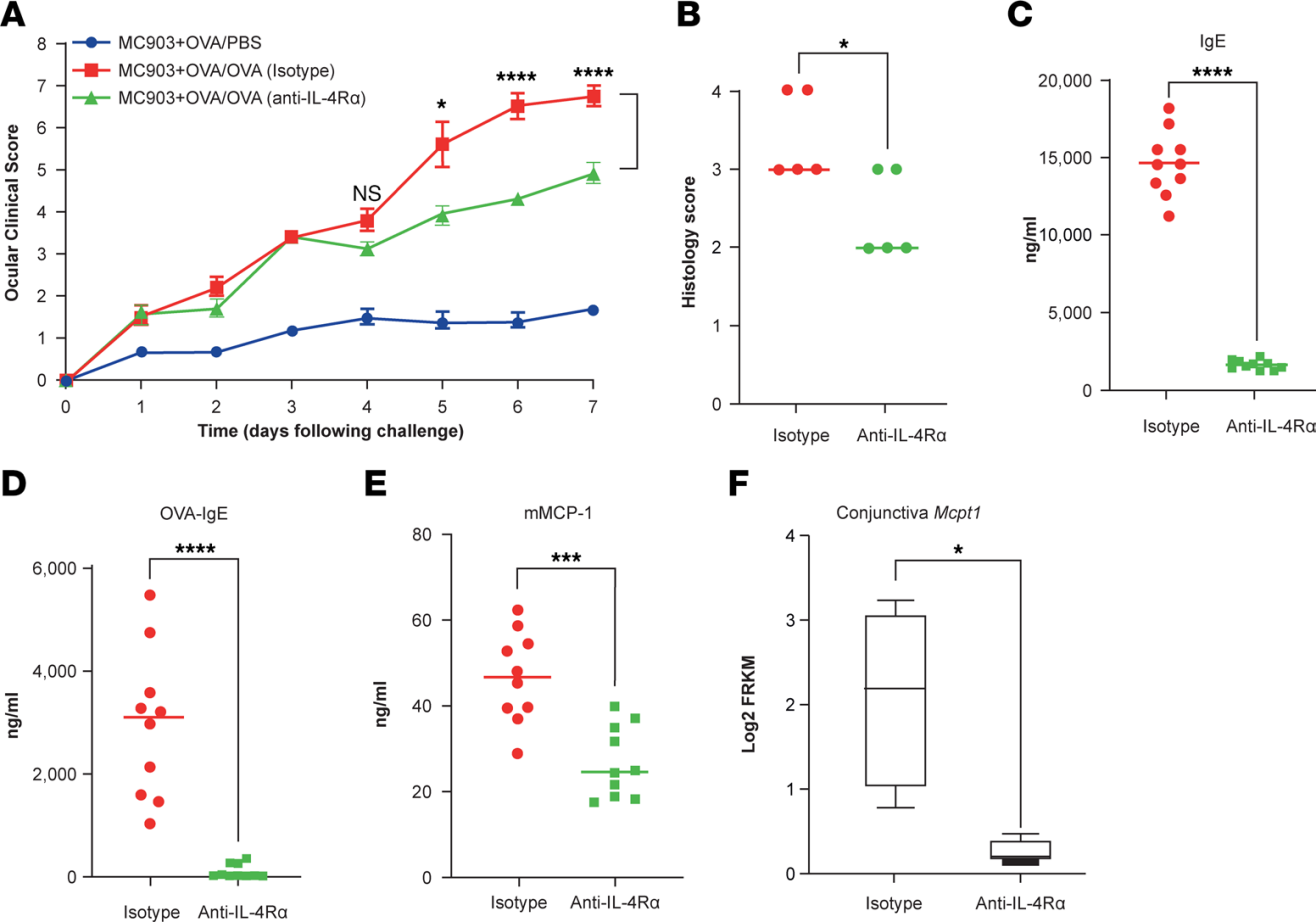
IL-4Rα blockade partially alleviates conjunctivitis development. (**A**) Clinical signs. Data depicted are from 1 experiment (*n* = 5) and are representative of 2 independent replicates. Results are shown as mean ± SEM, and a 2-way ANOVA with Tukey’s post hoc test was used to determine significance. (**B**) Histology scores. Data depicted are from 1 experiment (*n* = 5) and are representative of 2 independent replicates. (**C**) Total IgE in serum. (**D**) OVA-specific IgE in serum. (**E**) mMCP-1 in serum. Data depicted in **C**–**E** are from 1 experiment (*n* = 10) and are representative of 2 independent replicates. (**F**) *Mmcp1* transcripts in conjunctival tissues. *n* = 4. *P < 0.01, ***P < 0.001, ****P < 0.0001 by unpaired Student’s *t* test for **B–F**.

**Figure 6:**
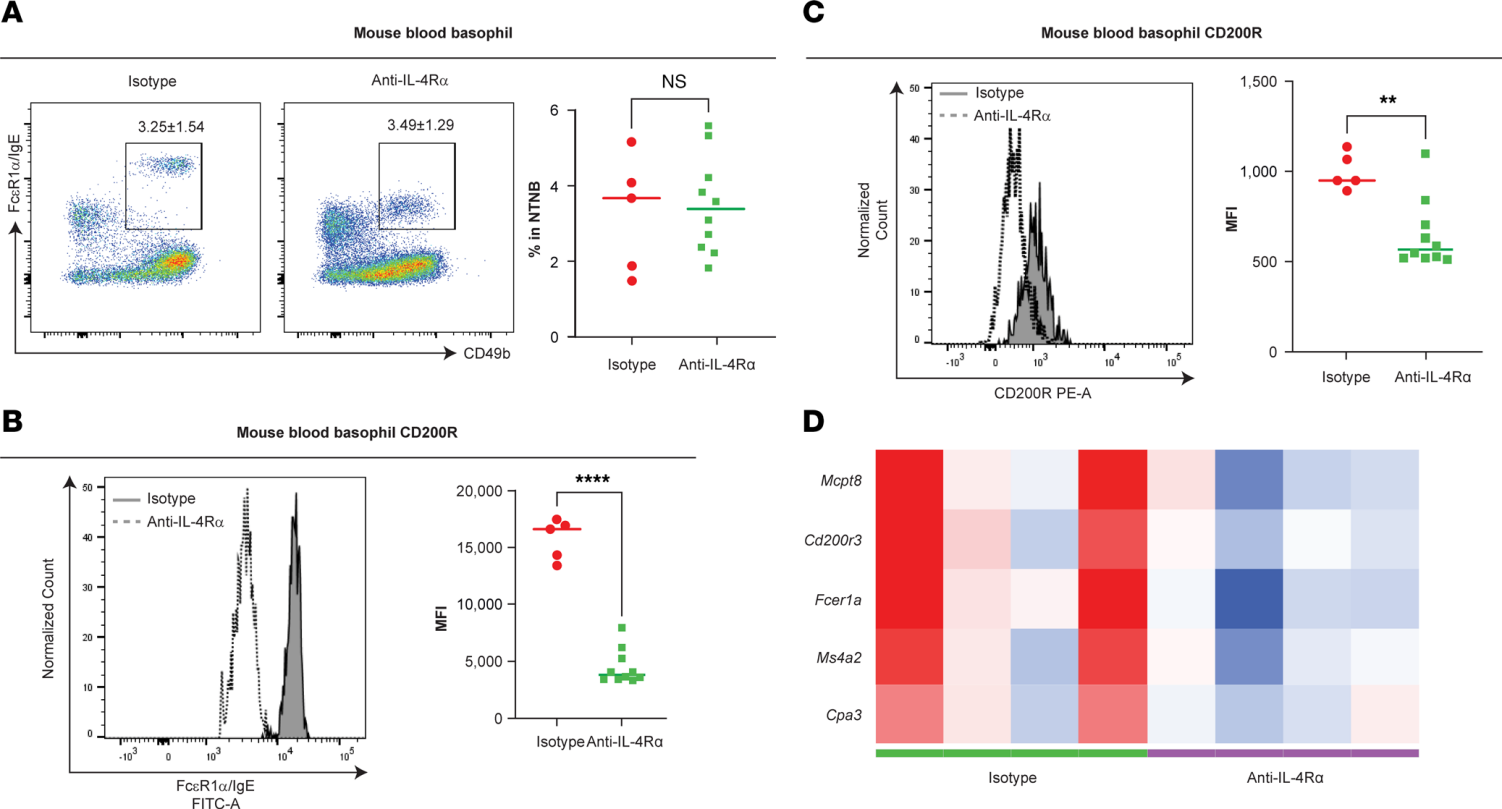
IL-4Rα blockade attenuates basophil activation. (**A**) Representative flow cytometry plots and frequency of NTNB (CD3e^−^CD19^−^) CD49b^+^FcεRIα/IgE^+^ blood basophils in mice on day 24 of the conjunctivitis model. (**B**) FcεRIα/IgE expression measured by MFI on blood basophils in mice on day 24 of the conjunctivitis model. (**C**) CD200R expression measured by MFI on blood basophils in mice on day 24 of the conjunctivitis model. Data depicted are from 1 experiment (*n* = 5–10) and are representative of 2 independent replicates. **P < 0.01, ****P < 0.0001 by unpaired Student’s *t* test for **B** and **C**. (**D**) Heatmap of basophil signature genes. The color gradient represents fold-change values; OVA-challenged samples were compared with PBS-challenged samples. *n* = 4. NTNB, non-T non-B.

**Figure 7:**
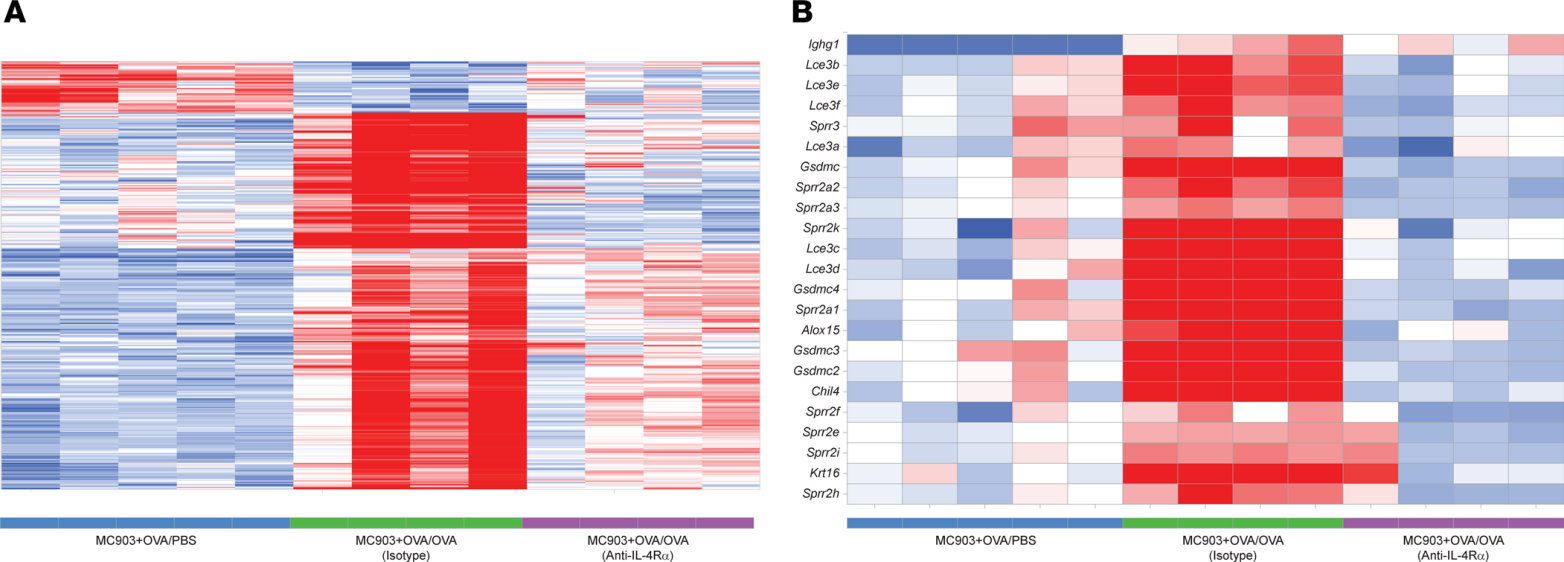
IL-4Rα blockade resulted in a preferential, strong normalization of the gene expression pattern. (**A**) Hierarchical clustering of disease signature genes. 352 disease signature genes were defined by using the General Linear Model function in Array Studio and comparing groups MC903 + OVA/OVA (isotype control) versus MC903 + OVA/PBS then applying a fold-change cutoff of ± 1.5 and an FDR less than 0.05. (**B**) Heatmap of selected anti-IL4-Rα–attenuated genes. Select genes were highlighted based on prior knowledge of their importance as biomarkers in type 2 inflammation. Color gradient represents the *Z* score of normalized gene expression across samples. *n* = 4–5.

**Figure 8:**
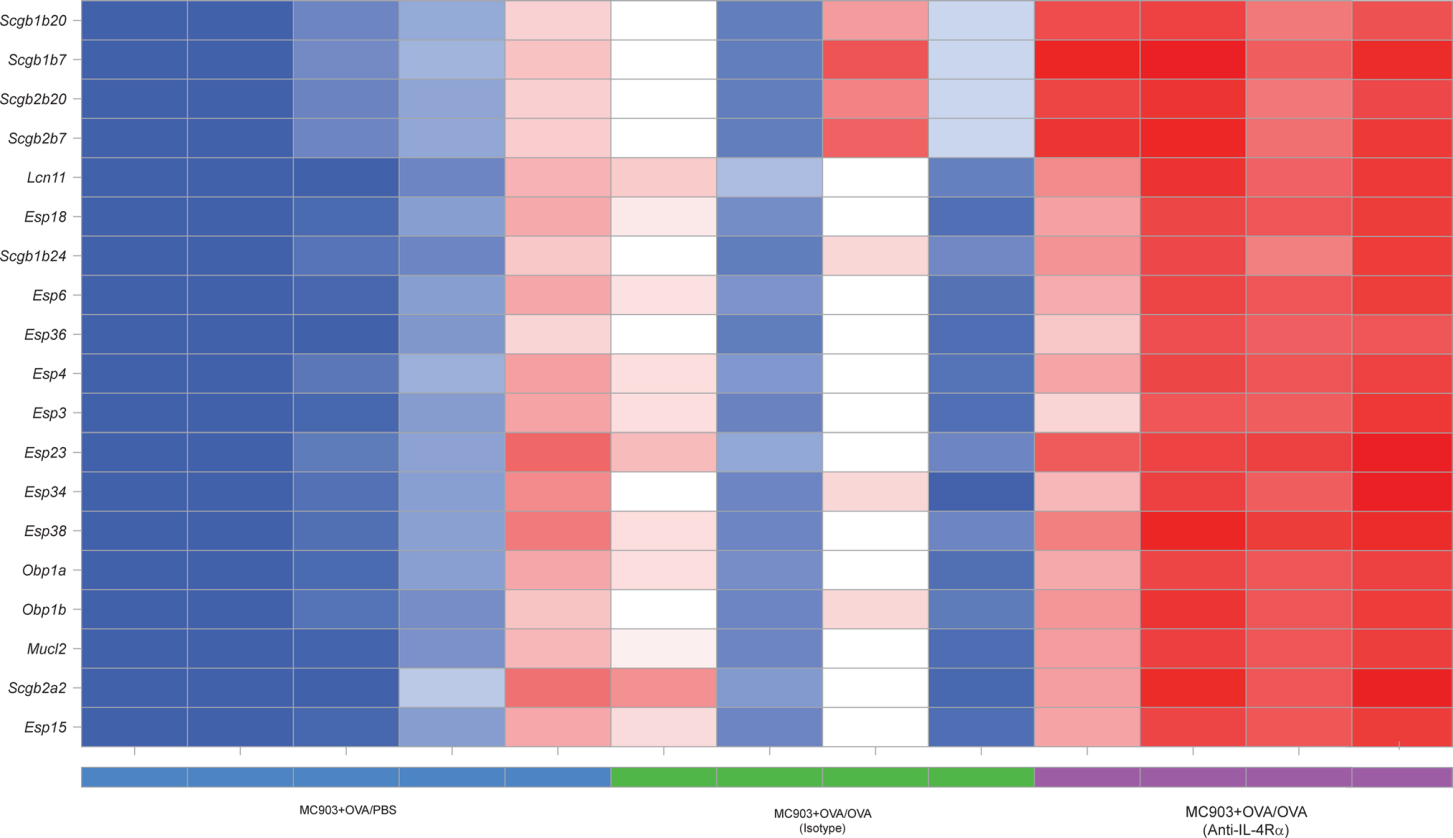
IL-4Rα–augmented conjunctival tissue gene expression analysis. Heatmap of select top upregulated genes found to be increased upon anti–IL-4Rα treatment were identified by comparing groups MC903 + OVA/OVA (anti–IL-4Rα) versus MC903 + OVA/OVA (isotype control) using the General Linear Model in Omicsoft and applying an FDR cutoff of less than 0.05. Select genes were highlighted based on prior knowledge of their importance as biomarkers in ocular disorders. Color gradient represents the *Z* score of normalized gene expression across samples. *n* = 4–5.

How the deposited data were processed for this re-analysis (not part of the article)

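The re-analysis started from the table of estimated counts per gene that the authors deposited for 15 RNA-Seq libraries of conjunctival tissue, 5 for each of 3 groups: mice sensitized with MC903 and OVA and challenged with PBS (PBS group), and mice sensitized in the same way, challenged with OVA and given isotype control (isotype group) or anti–IL-4Rα (anti–IL-4Rα group). Groups and replicate numbers were taken from the sample labels. The labels and the paper's text name no antibody for the PBS group. According to the methods, RNA was selected for polyA and read in pairs, adaptors were trimmed, reads were filtered at a quality score, and read pairs were mapped uniquely to the B38 mouse genome with an Ensembl gene model in Omicsoft Array Studio, whose version, counting method and use of strand are not stated. The values are estimated (expected) counts, not scaled for depth, not pooled over replicates and not filtered, since genes at 0 in every library are listed. Of 55487 genes, 33331 had a count. Between 6222 and 8005 genes per library had a value that was not whole, and all values were rounded to whole numbers before testing. Library totals ran from 48622246 to 87745024 counts. They did not differ detectably between the groups (exact permutation test, two-sided p = 0.778 for the isotype group and 0.738 for the anti–IL-4Rα group, each against the PBS group). Libraries of the same group differed by more than counting error: over 30 pairs the chi-square per degree of freedom was 20.7 to 1111, with Spearman correlations across genes of 0.967 to 0.995 (genes are not independent replicates). The tests used the spread between libraries.

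Gene names, positions and exon lengths came from the GENCODE M21 annotation of GRCm38 (Ensembl release 96), an older release than the gene model that the authors used; 55141 gene identifiers were matched and 346 were not, and 18971 of the 19006 genes tested had a length. Genes with at least 10 counts in at least 5 libraries were tested, as in the methods. Counts were normalized with TMM factors and fitted in edgeR 4.0.16 (quasi-likelihood test, one model with a term for each of the 3 groups, two-sided), with Benjamini-Hochberg adjustment over the genes tested in each comparison, in R 4.3.3. Single genes, named or in a list, were called at an adjusted p under 0.05. Counts over all genes for isotype against PBS and for anti–IL-4Rα against PBS also required a fold change of at least 1.5, unless stated otherwise. The SE of a log2 fold change was computed from the fold change and its F statistic. CPM values are counts per 1000000 counts of a library normalized with the TMM factors, and log2 CPM uses a prior count of 2. Folds against a group whose libraries all had 3 or fewer counts are given as lower bounds against 3 counts. Single values per library were compared by exact permutation tests over the 252 splits of 10 libraries, whose smallest two-sided p is 0.00794. Correlations were computed on values centered within the groups, with 100000 permutations within groups. Marker gene lists were tested with fry and with camera at an estimated correlation between genes, both in limma 3.58.1, over 19 lists in 3 comparisons. The lists hold 171 genes, 156 of them tested, for gland, epithelial, muscle and hair tissue, for leukocyte types and for signaling pathways; how many of a list's genes are shared with other lists or expressed in the PBS group is given with the results. Tables were built with pandas 2.3.3 and scipy 1.17.1 and plots with matplotlib 3.10.9 in Python 3.11.15.

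The steps were tested on simulated data with known changes. Of 196 changed genes among 18850, edgeR called 184 (93.9%) with 10 false calls among 194, limma's voom with quality weights gave the same numbers, and DESeq2 1.42.0 called 188 with 45 false calls among 233. Linear models on log2(CPM + 1) and log2(FPKM + 1) called 173 each with 9 false calls. Fry called the raised list, and 0 of 50 unchanged lists (1 had an unadjusted p under 0.05). All simulated changes were well over 2-fold, and the simulated counts varied independently between genes. In the data, 571 of the 3235 genes called between the isotype and PBS groups changed at least 2-fold, and many genes varied together. The rates above need not hold for smaller changes or for shared variation.

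The grouping of samples, the comparisons, the marker lists, the rule for the genes named and the alternatives were set before the data were examined, except for 3 alternatives that were chosen after seeing the data: library sizes computed without the genes of Figure 8, the lacrimal acinar score as a covariate for single genes other than those of Figure 8, and the linear model on log2(FPKM + 1) combined with leaving out 1 isotype and 1 anti–IL-4Rα library. The other alternatives were upper quartile factors, DESeq2, edgeR with robust estimation, limma's voom with quality weights, linear models without moderation on log2(CPM + 1) and on log2(FPKM + 1) (both scaled to the upper quartile, as the 75th quantile in the methods), the filterByExpr filter, no filter, a fit to the 2 groups compared only, the replicate number as a block, a lacrimal acinar score as a covariate, other thresholds, leaving out each library in turn, and leaving out each of the 25 pairs of 1 isotype and 1 anti–IL-4Rα library. The pairs were used because the methods report 2 outliers and the figures show 4 libraries in these groups. The methods neither identify the outliers nor state that they were removed. Genes were named by rule: every gene that the paper names in its text for these libraries or shows in Figures 3E, 3F, 3G, 5F, 6D, 7B and 8, and for isotype against PBS and anti–IL-4Rα against isotype the 5 largest rises and falls among called genes whose groups did not overlap. *Il4ra* and *Xist* were added, *Xist* after its values were seen. The Ingenuity pathway analysis was not repeated, and the flow cytometry, serum, histology and clinical data were not analysed here.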

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

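The tests of some explanations below were chosen only after the result was seen. These were tissue of a male mouse and a single X chromosome for *Xist*, and gland tissue for the B and plasma cell genes. Gland tissue for the first principal component and a lower share of the main tissue for the leukocyte lists were also among them. In each group of 5 libraries, the highest or lowest library was compared with the others by Dixon's ratio, its gap to the nearest library divided by the whole range of the group. Of 183 such groups (library totals, mean log2 CPM of gene lists and single genes named in the text), 30 passed the 95% critical value, against 9.15 that chance gives; 8 of 69 list means passed (3.45 by chance), 1 of 3 sets of totals (0.15) and 21 of 111 genes (5.55). Many of these genes move together, so the groups are not independent. No sequencing or library batch is given in the labels or the paper.

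The libraries that stood apart most often were isotype replicate 2 and anti–IL-4Rα replicate 3, both low in gland genes. The mean of the Figure 8 genes was -3.13 in isotype replicate 2 against 4.84 to 7.64 in the other isotype libraries (ratio 0.74), and 2.57 in anti–IL-4Rα replicate 3 against 8.69 to 9.79 (ratio 0.848). The ratios in isotype replicate 2 and anti–IL-4Rα replicate 3 were 0.767 and 0.832 for *Lcn11*, 0.811 and 0.815 for *Mucl2*, 0.803 and 0.797 for *Obp1a*, and 0.72 and 0.777 for *Scgb2a2*. The lacrimal acinar markers, 15 genes tested of which none is in Figure 8 and 13 were at 1 CPM or more in every PBS library, gave 0.842 for anti–IL-4Rα replicate 3. A technical explanation is that the samples held different amounts of lacrimal gland tissue. It predicts that both scores move together within groups, and they did (Pearson r = 0.981 across the 15 libraries). The PBS libraries, which had no OVA challenge, covered most of the range: *Pip* differed by 14.91, *Pnliprp1* by 10.64 and *Bhlha15* by 6.85 on the log2 scale among them. Other markers of the list varied little there: *Rab3d* by 0.23, *Slc12a2* by 0.28, *Rab27b* by 0.34, *Aqp5* by 0.36 and *Ltf* by 0.87. The first principal component (37.8% of the variance) also followed the lacrimal acinar score (Pearson r = 0.991, permutation p = 3e-05, adjusted 5e-05). Spearman rho was 0.961 (permutation p = 7e-05, adjusted 0.00012), and r was 0.986 without the 2 libraries farthest from the median. The component was computed without scaling over all genes tested, with the markers and the Figure 8 genes among them. This relation is thus in part built in and is not separate evidence for the explanation. How the tissue was dissected is not stated, and an effect of anti–IL-4Rα on the gland itself stays open, since the mean of the acinar markers was higher in the anti–IL-4Rα than in the isotype group by 1.56 (exact permutation test, two-sided p = 0.0873).

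Isotype replicate 2 also had the largest total, 87745024 counts (ratio 0.819), and the highest mean of a hair follicle list of 10 genes, 9.14 against 5.19 to 6.27 in the other isotype libraries (ratio 0.727); all 10 genes were at 1 CPM or more in every PBS library. More hair follicle tissue in this sample predicts that keratin-associated protein genes, which the list does not hold, are raised by about as much: 54 of 54 were higher than in every other isotype library, by a median of 3.78 on the log2 scale against 3.37 for the list, while 27.4% of all genes were higher there. The higher share of hair follicle tissue is thus a candidate explanation for the hair genes. The total bears on no CPM value, as normalization divides by it, and no biological explanation was tested for it. The same library was highest in a list of 9 interferon genes, 4.22 against 2.51 to 2.90 (ratio 0.774), and anti–IL-4Rα replicate 5 was lowest in its group, 1.92 against 2.68 to 2.93 (ratio 0.75); no explanation was tested for these.

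*Xist*, which is expressed from the inactive X chromosome of females, had 5 counts in anti–IL-4Rα replicate 2 and 15010 to 37146 in the other libraries (ratio 0.99). Tissue of a male mouse predicts many counts on the Y-linked genes, but 4 such genes together had 5 counts in this library and 0 to 8 in the others, which argues against it. A single X chromosome without a Y predicts that X-linked genes which escape inactivation are low. All 5 tested were below every other library, by a median log2 difference of -0.493 over them (-0.459 against the other anti–IL-4Rα libraries alone). From those libraries, 468 other X-linked genes did not differ (-0.00894) more than 14895 autosomal genes did (-0.0177). Of single autosomal genes, 10.6% were below every other library, but in 0% of 10000 random sets of 5 were all 5 so. A single X chromosome in this mouse is therefore a candidate explanation; it was not tested on DNA, and other causes of low *Xist* expression were not tested. Without this library, 1436 genes were called between the anti–IL-4Rα and isotype groups, against 2826 with it, and the same library was highest in its group for a meibomian and sebaceous gland list (9.27 against 8.64 to 8.78, ratio 0.781) and for *Ighe* (ratio 0.76), for which no explanation was tested.

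Of the other groups, several are genes near the limit of detection, where 1 to a few counts set a library apart: *Ighv8-12* in PBS replicate 2, *Igkv4-50* in PBS replicate 1 and *Pyy* in anti–IL-4Rα replicate 5 (ratio 1 in each, as all other libraries of the group were at 0 counts), *A530053G22Rik* in isotype replicate 3 (0.752) and *Acsm4* in anti–IL-4Rα replicate 4 (0.743). The others were *Ccl4* in PBS replicate 4 (0.793, low), *Ccr2* in PBS replicate 2 (0.73, low), *Ms4a2* in PBS replicate 3 (0.82, low), *Fcer1a* in PBS replicate 5 (0.714, high), *Epha10* in anti–IL-4Rα replicate 5 (0.903, low), *Pyy* in isotype replicate 4 (0.774, low) and a list of 9 IL-17 genes in anti–IL-4Rα replicate 4 (0.758, high: 2.87 against 0.55 to 1.11). No explanation was tested for these libraries, and some such groups are what chance gives.

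The paper gives no test of lists of B and plasma cell, neutrophil, macrophage or interferon genes in these libraries; of such genes it shows *Ighg1* and *Chil4*, which it describes as derived from macrophages, in Figure 7B. Lists of these were higher in the isotype than in the PBS group by fry: B and plasma cells (adjusted p = 0.00253, 10 genes, median log2 fold change 1.60), neutrophils (adjusted p = 0.000335, 5 genes, 1.37), macrophages (adjusted p = 0.00084, 8 genes, 1.00) and interferon (adjusted p = 0.0248, 9 genes, 0.92); all but the interferon list were called in each of the 15 fits with 1 library left out, and that list in 12 (adjusted p up to 0.0682). The B and plasma cell list stayed higher in the anti–IL-4Rα group (adjusted p = 0.000869, 2.34). Camera with an estimated correlation called none of these (unadjusted p of 0.0605, 0.0171, 0.0373, 0.147 and, for the last, 0.0209). Of the genes tested, 2 of the B and plasma cell list, 3 of the neutrophil list, 8 of the macrophage list and 6 of the interferon list were at 1 CPM or more in every PBS library. The B and plasma cell list shares 1 gene with another list and 1 with the study's figures (*Ighg1*). More gland tissue in the OVA samples predicts that the rise of the B and plasma cell list vanishes once gland content is in the model. The difference of its mean was 2.52 and, with the lacrimal acinar score as a covariate, 2.58 (SE 0.42), which argues against gland tissue as the whole cause. A lower share of the main tissue in the OVA samples predicts that the lists of neighboring tissues rise alike with the leukocyte lists. They moved apart: the means of corneal epithelium (-0.706) and skeletal muscle (-0.74) fell (exact permutation test, two-sided p = 0.00794 for each), that of goblet cells rose by 0.42 (exact p = 0.0238), and those of hair follicle (0.72, exact p = 0.452), lacrimal acinar (0.45, exact p = 0.659) and meibomian and sebaceous gland genes (-0.26, exact p = 0.317) did not differ detectably. This argues only against neighboring tissue in place of the main tissue as the whole cause. A lower share of all tissue other than leukocytes was not tested. It would lower such lists, as seen for corneal epithelium and skeletal muscle but not for goblet cells. What stays open as well is a gain in these cells or in the expression of their genes after OVA challenge, which may be biological. The pattern was found and tested on the same data.

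The paper's text gives no number of genes that differ between the anti–IL-4Rα and PBS groups; its Figure 6D shows the basophil genes of OVA-challenged samples relative to PBS-challenged samples. Here 272 genes differed at least 1.5-fold with an adjusted p under 0.05, 202 above and 70 below the PBS level. Of the 202, 122 were raised by OVA in the isotype group and 50 were called higher than in the isotype group. Of the 70, 22 were lowered by OVA, 8 were raised by OVA and 33 were lower than in the isotype group. Of 100 splits of the 10 libraries (of 126 possible), 2 gave as many genes: the real one and one that exchanged PBS replicate 5 with anti–IL-4Rα replicate 3, with 562 genes, which sets the gland-poor against the gland-rich libraries. The count was 108 with the lacrimal acinar score as a covariate, 40 without PBS replicate 2, 43 without PBS replicate 1, 59 without PBS replicate 4, 109 without PBS replicate 3, 60, 103, 164 and 59 without anti–IL-4Rα replicates 1, 2, 4 and 5, and 682 without anti–IL-4Rα replicate 3. The balance of genes above and below the PBS level changed with them: 21 and 22 without PBS replicate 1, 16 and 24 without PBS replicate 2, 62 and 47 without PBS replicate 3, 28 and 31 without PBS replicate 4, 28 and 32 without anti–IL-4Rα replicate 1, and 33 and 26 without anti–IL-4Rα replicate 5. The total thus depends on single libraries, so that part of it may follow gland content.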

How the results depend on the processing

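For single genes, 44 results were compared with 613 values from other settings chosen before the fits: 547 kept their direction and their side of the threshold, 49 were weaker, 10 stronger and 7 reversed, spread over 21 of the 44 results. The reversals were in 5 genes for anti–IL-4Rα against isotype. With the lacrimal acinar score as a covariate the log2 fold changes were -0.61 for *Obp1a*, -0.42 for *Mucl2*, -1.28 for *Scgb2a2* and -1.03 for *Lcn11*, against 2.71, 2.86, 2.33 and 2.60 without it, and the median of the 19 Figure 8 genes went from 2.65 to -0.79. *Ighg1* went from 0.98 to -0.83 in limma's voom with quality weights, to -1.10 without anti–IL-4Rα replicate 3 and to -1.34 in the lowest of the 25 pairs (-1.09 on log2(FPKM + 1), chosen after seeing the data); the highest value with 1 library left out was 1.96. None of these values passed the threshold. The covariate was applied to the other single genes after seeing the data. With it, *Mcpt8*, *A530053G22Rik*, *Dmrta1*, *Igha*, *Gabrr2* and *Il4ra* were no longer called for anti–IL-4Rα against isotype. The log2 fold changes of *Il4ra* (-1.06 to -1.01) and *Igha* (1.79 to 1.80) hardly moved. Those of *Mcpt8* (-1.74 to -1.40), *A530053G22Rik* (1.99 to 1.42), *Dmrta1* (1.86 to 1.35) and *Gabrr2* (1.58 to 1.08) became smaller. *Mcpt1* was called in both comparisons in each of the settings chosen before the fits, with log2 fold changes from 6.88 to 8.51 for OVA challenge and from -4.76 to -3.80 for anti–IL-4Rα across the 15 fits that each left out 1 library. Its fold change was smaller on log2(FPKM + 1), 1.97 and -1.77 (adjusted p = 0.00777 and 0.0189); in simulated counts the slope of that model against the true log2 fold change was 0.613. Upper quartile factors, edgeR with robust estimation and filterByExpr left every count of genes within 1.5 times. Library sizes without the Figure 8 genes (chosen after seeing the data) moved almost nothing, as TMM factors already adjust for such genes, and say nothing about stability. No alternative in scaling moved the median of all genes by as much as 0.1 on the log2 scale. The share of each fit's own disease signature genes that moved back stayed between 93.0% and 97.9% when 1 or 2 libraries were left out in edgeR, against 96.7% with all of them; in the linear model on log2(FPKM + 1) with pairs left out, chosen after seeing the data, it was 93.8% to 99.3%.

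Across the fits that each left out 1 library, the number of genes changed by OVA ranged from 908 (without isotype replicate 2) to 1594 (without isotype replicate 1), that for anti–IL-4Rα against isotype from 882 (without isotype replicate 3) to 4206 (without anti–IL-4Rα replicate 3), and that for anti–IL-4Rα against PBS from 40 (without PBS replicate 2) to 682 (without anti–IL-4Rα replicate 3). Of the basophil genes 4 to 5 were called raised by OVA and 0 to 3 lowered by anti–IL-4Rα (3 without isotype replicate 1, 0 without anti–IL-4Rα replicate 1, among others); of the 12 chemokine genes 10 to 12 were raised; of the 23 Figure 7B genes 16 to 21 were called raised and 15 to 20 lowered, where the fits without an isotype library did not test *Chil4* and *Sprr2k* because of the filter on counts; of the 19 Figure 8 genes 0 to 0 were called. The share moved back was 94.5% to 97.9%, and 20 to 33 of the 57 marker list tests were called by fry, against 27 with all libraries. The direction of marker lists that were not called changed in some of these fits: lacrimal acinar genes kept theirs in 10 of 15 for isotype against PBS, B and plasma cell genes in 14 for anti–IL-4Rα against isotype, and goblet cell, IL-17, eosinophil and hair follicle genes in 5, 7, 10 and 12 for anti–IL-4Rα against PBS.

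DESeq2 called 665 genes between the anti–IL-4Rα and PBS groups against 272 with edgeR, and 2 basophil genes lowered by anti–IL-4Rα against 1; on simulated data it made 45 false calls among 233. Limma's voom with quality weights called 689 and 2. The linear model on log2(CPM + 1) called 673 genes changed by OVA, 45 between the anti–IL-4Rα and PBS groups and 0 basophil genes lowered; on log2(FPKM + 1) these counts were 433, 26 and 0. Without a filter on low counts, 1749 genes were called for anti–IL-4Rα against isotype, with 39.2% higher against 45.3%, 158 for anti–IL-4Rα against PBS and 0 basophil genes lowered. With only the 2 groups compared in the fit, 675 genes were called for anti–IL-4Rα against isotype, 25.0% of them higher, and 0 basophil genes lowered. The cause was not tested for these changes.

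The replicate numbers do not pair the libraries: the correlation of the same number between groups was above 0.1 in 4 of 15 pairs (-0.385 to 0.454). With the replicate number as a block, 1859 genes were called for anti–IL-4Rα against isotype and 144 for anti–IL-4Rα against PBS, and 24 marker list tests were called. With the lacrimal acinar score as a covariate, 388 genes were called for anti–IL-4Rα against isotype. Camera with an estimated correlation called 0 of the 57 marker list tests, with 13 under an unadjusted p of 0.05. The thresholds acted by construction: without a fold change threshold 3235 genes were changed by OVA, 571 at a fold change of 2 and 556 at an adjusted p under 0.01; for anti–IL-4Rα against isotype the counts were 1010 at a fold change of 1.5 and 359 at an adjusted p under 0.01.

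With 1 isotype and 1 anti–IL-4Rα library left out, the lowest, median and highest counts of the 25 pairs were 223, 1520 and 5139 for anti–IL-4Rα against isotype, 29, 125 and 766 for anti–IL-4Rα against PBS, and 0, 0 and 2 for basophil genes lowered. The linear model on log2(FPKM + 1) with the same pairs left out was chosen after seeing the data. It gave 217, 272 and 551 genes changed by OVA, 38, 555 and 4846 for anti–IL-4Rα against isotype, 2, 12 and 330 for anti–IL-4Rα against PBS, and 0, 0 and 2 basophil genes lowered. Basophil genes raised by OVA came to 2 in the lowest and median pair and chemokine genes raised to 5 in the lowest; Figure 7B genes lowered fell to 7 in the lowest, and Figure 8 genes raised reached 6 in the highest. In this model the log2 fold change of *Mcpt1* for anti–IL-4Rα against isotype was weakest at -1.45 (adjusted p = 0.0794), no longer past the threshold, and 13 of 25 pairs called it.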

Differences from the paper's values

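The paper reports 352 disease signature genes between the isotype and PBS groups; here 1306 genes passed the same thresholds. Of 35 alternatives, 2 came within 1.5 times of the paper's value. The linear model on log2(FPKM + 1), set before the data were examined and the closest to the model and scale that the methods name, gave 433 genes against the paper's 352. The same model with 1 isotype and 1 anti–IL-4Rα library left out, chosen after seeing the values, gave a median of 272 genes over 25 pairs, from 217 to 551, and 16 of the 25 pairs were within 1.5 times of 352. None of the other alternatives set before the data were examined closed the gap, the 15 fits that each left out 1 library included; they gave between 556 genes (adjusted p under 0.01) and 3235 genes (no fold change threshold).

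The paper states that the Figure 8 genes were significantly raised by anti–IL-4Rα. Here 0 of the 19 passed an adjusted p of 0.05 (0 an unadjusted p of 0.05), although the mean of each was higher. None of the alternatives set before the data were examined called any. Of the 25 pairs in the linear model on log2(FPKM + 1), chosen after seeing the values, 5 called at least 1 of these genes, all 5 without anti–IL-4Rα replicate 3. The most, 6, were called without isotype replicate 1 (*Esp23*, *Esp3*, *Esp34*, *Esp36*, *Esp38* and *Esp4*), and the next most, 4, without isotype replicate 4. *Scgb2b7* was the only *Scgb* gene called in any pair, and *Obp1a*, *Mucl2*, *Scgb2a2* and *Lcn11* were called in none.

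The paper lists *Cpa3* among the basophil genes with greater expression after OVA challenge. Here its log2 fold change was 0.52 with an adjusted p of 0.0825; DESeq2 (0.0395), limma's voom with quality weights (0.0230) and the fit without isotype replicate 1 (0.0284) called it, as did 5 of the 25 fits without 1 isotype and 1 anti–IL-4Rα library. The highest adjusted p of *Cpa3* was 0.199, without isotype replicate 3.

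The paper states that anti–IL-4Rα decreased *Mcpt8*, *Cpa3*, *Cd200r3*, *Fcer1a* and *Ms4a2*. Here only *Mcpt8* was called, with the other means lower. *Fcer1a* was called with DESeq2 (adjusted p = 0.0460), with limma's voom with quality weights (0.0337) and without isotype replicate 1, isotype replicate 4 or anti–IL-4Rα replicate 3, *Cd200r3* without isotype replicate 1, and *Cpa3* and *Ms4a2* in no setting. With pairs of libraries left out, *Fcer1a* was called in 2 of 25 pairs and *Cd200r3* in 1, and in the linear model on log2(FPKM + 1), chosen after seeing the values, *Fcer1a* in 2.

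The paper shows *Ighg1* among the genes attenuated by anti–IL-4Rα (Figure 7B). Here its log2 fold change between the anti–IL-4Rα and isotype groups was 0.98 (adjusted p = 0.489). The sign rests on anti–IL-4Rα replicate 3, at 1451 CPM against 29.5 to 172 CPM in the other libraries of its group: without it the log2 fold change was -1.10 (adjusted p = 0.267), in the paper's direction. So it was with limma's voom with quality weights (-0.83, adjusted p = 0.473). No setting called *Ighg1* in this comparison (adjusted p from 0.197 to 0.977 over the fits without 1 library and the other settings with all libraries).

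The mean library total of 58131497 counts was close to the stated 58000000 read pairs. The median *Mcpt1* log2(FPKM + 1) was compared with Figures 3G and 5F, read by eye. It was 0 in the PBS group and 0.22 in the anti–IL-4Rα group, against about 0 and about 0.2. In the isotype group it was lower than in the figures, at 1.73 against about 2.2. With 1 library left out the isotype median ranged from 1.70 to 2.17.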

Other observations

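The tests of mast cells as a source of *Cpa3*, of gland tissue for the Figure 7B genes and of the largest ratio of library totals for the basophil genes were chosen only after the result was seen.

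Of 100 splits of the isotype and PBS libraries into 5 and 5 (of 126 possible), the real split alone gave as many as 1306 genes, 1 of 100; the next highest gave 319 genes and 96 gave 0. Of 100 splits of the anti–IL-4Rα and isotype libraries, 2 gave as many as the real split: the real one and one that exchanged isotype replicate 4 with anti–IL-4Rα replicate 3, with 2903 genes, while 94 gave 0. Anti–IL-4Rα replicate 3 is the library of its group with the fewest gland counts and isotype replicate 4 one of those with the most, so this split follows gland content. Whether a few gland genes taking counts from the rest add to the number was not decided: library sizes computed without the Figure 8 genes gave 2819 genes against 2826, but the TMM factors already adjust for such genes, so this setting moved almost nothing. More lacrimal gland tissue in the anti–IL-4Rα samples predicts that the number falls to few genes with the lacrimal acinar score as a covariate, and it fell to 388. How much of this fall is due to gland content cannot be told, since a covariate that goes with treatment also costs power. The log2 fold changes of *Il4ra* and *Igha* hardly moved with it, although both lost their call. Those of *Mcpt8*, *A530053G22Rik*, *Dmrta1* and *Gabrr2*, which also lost theirs, became smaller. Gland content may underlie part of the difference in number. Gland content and treatment are partly confounded, since 4 of 5 anti–IL-4Rα libraries had a higher score than every isotype library, and an effect of the treatment on the gland stays open. The Figure 7B genes behaved otherwise: with the same covariate 17 were called lowered against 19 without it, which argues against gland tissue as the cause of their fall.

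The share of genes that moved back was tested against 2 ways in which it could arise without an effect of anti–IL-4Rα. Selecting the genes on isotype libraries that both comparisons share gave at most 66.3% in 50 sets of simulated counts, and variation that many genes share gave at most 89.52% in 100 sets with the residuals of whole libraries shuffled, where the observed shares were 96.71% and 96.74%. Both values argue against these as the whole cause. The library totals of the isotype and PBS groups overlapped (exact permutation test, two-sided p = 0.778). The highest isotype total exceeded the lowest PBS total by 0.852 on the log2 scale. This was less than the smallest log2 fold change of the 4 basophil genes called (1.34 for *Ms4a2*). The comparison cannot decide whether library size raised these genes, since their fold changes were already normalized for the totals.

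*Cpa3* and *Ms4a2* changed less than *Mcpt8*. A candidate explanation is that resident mast cells, which also express both, set their level before OVA challenge. Within groups, *Cpa3* followed the mean of a list of 7 mast cell genes, all of them at 1 CPM or more in every PBS library and none in another list, with Pearson r = 0.925 (permutation p = 1e-05, the smallest that the permutations can give, adjusted 2.5e-05) and Spearman rho = 0.95 (permutation p = 4e-05, adjusted 1e-04), and r = 0.927 without the 2 libraries farthest from the median, isotype replicates 1 and 5. The p values are two-sided and adjusted over 5 relations. *Ms4a2* had r = 0.81 (permutation p = 3e-04, adjusted 0.00037), rho = 0.804 (permutation p = 0.002, adjusted 0.0025) and 0.716 without the 2 libraries. *Mcpt8* had r = 0.679 (permutation p = 0.03, adjusted 0.03), rho = 0.654 (permutation p = 0.02, adjusted 0.02) and 0.436 without the 2 libraries, on which this relation therefore rests in part. Whether the 3 correlations differ from each other was not tested.

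Fry called 27 of the 57 marker list tests and camera with an estimated correlation 0, with 13 under an unadjusted p of 0.05 and the lowest at 0.00567. Besides the lists given elsewhere, the isotype group was higher than the PBS group in lists of eosinophil (adjusted p = 0.00672), mast cell (0.0130), mucosal mast cell (4.16e-05), other basophil (0.000869) and T cell genes (0.00731) and lower in corneal epithelium (0.00517) and skeletal muscle genes (0.00632); the mast cell list was not called in 1 of the 15 fits that each left out 1 library (adjusted p = 0.0632). Not called there were lacrimal acinar (0.964), meibomian and sebaceous gland (0.361), goblet cell (0.0731), hair follicle (0.322) and IL-17 genes (0.319). Between the anti–IL-4Rα and isotype groups, eosinophil (0.000634), mucosal mast cell (0.000541) and neutrophil genes (0.00132) were called lower in each of the 15 fits, and lacrimal acinar genes higher (0.0471) in 3 of them, with adjusted p up to 0.0947. Not called in that comparison were mast cell (0.0692), other basophil (0.0571), T cell (0.313), macrophage (0.0642), B and plasma cell (0.595), interferon (0.313), IL-17 (0.400), goblet cell (0.0785), corneal epithelium (0.0730), skeletal muscle (0.168), hair follicle (0.313), and meibomian and sebaceous gland genes (0.181). The anti–IL-4Rα group was higher than the PBS group in mucosal mast cell (0.0130), other basophil (0.0441), T cell (0.0472), macrophage (0.0355) and lacrimal acinar genes (0.0499), of which the mucosal mast cell list was called in all 15 fits and the others in 6, 6, 7 and 5. Not called in this comparison were IL-4 and IL-13 (0.0644, lower), eosinophil (0.106), mast cell (0.381), neutrophil (0.145), keratinocyte activation (0.168), interferon (0.138), IL-17 (0.964), goblet cell (0.964), hair follicle (0.964), corneal epithelium (0.140), skeletal muscle (0.0691), and meibomian and sebaceous gland genes (0.685). Genes shared with another list numbered 3 each for the IL-4 and IL-13 and the keratinocyte activation lists, 2 for IL-17 and 1 each for lacrimal acinar, goblet cell, other basophil, type 2 cytokine, neutrophil, and B and plasma cell genes; the other lists shared 0. Genes tested and genes at 1 CPM or more in every PBS library numbered 4 and 1 for eosinophil, 2 and 0 for mucosal mast cell (1 of them *Mcpt1*), 6 and 4 for other basophil, 10 and 7 for T cell, 5 and 5 for corneal epithelium, 10 and 10 for skeletal muscle, 11 and 11 for meibomian and sebaceous gland, 9 and 8 for goblet cell and 9 and 6 for IL-17 genes.

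*Il4ra*, which encodes the receptor that the antibody binds, was higher in the isotype than in the PBS group by 0.74 on the log2 scale (SE 0.22, adjusted p = 0.0342; called in 8 of 15 fits that each left out 1 library, with adjusted p up to 0.0851 without isotype replicate 5) and fell by 1.06 with anti–IL-4Rα (SE 0.22, adjusted p = 0.0119), with every anti–IL-4Rα library below every isotype library. With the lacrimal acinar score as a covariate its adjusted p was 0.0613, while its log2 fold change was -1.01. It was called in 16 of the 25 fits without 1 isotype and 1 anti–IL-4Rα library. *Mrgprg* fell by 7.43 (SE 0.43, adjusted p = 4.9e-07) from 27.0 ± 11.1 to 0.153 ± 0.110 CPM, below the PBS group at 6.35 ± 0.772 CPM (log2 fold change -5.35, adjusted p = 4.85e-05). *Pyy* and *Gsdmc3* fell at least 16.9-fold and 31.5-fold, (adjusted p = 1.32e-05 and 7.84e-05), and *Gsdmc2* by 6.35 on the log2 scale (adjusted p = 3.28e-05).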
